# Morphological and genetic characterization of the muscadine fruit abscission zone

**DOI:** 10.1093/hr/uhae227

**Published:** 2024-08-09

**Authors:** Alana R Brinley, Patrick J Conner, Fahong Yu, Ali Sarkhosh, Tie Liu

## Abstract

Muscadines face limitations to fresh market production due to high manual labor costs. Mechanical harvesting holds promise for reducing the costs associated with muscadine production but requires cultivars with easily detached fruit at maturity. This study aimed to determine muscadine fruit and pedicel characteristics influencing fruit detachment force (FDF) and to unravel the genes, hormones, and regulatory networks governing muscadine abscission. We characterized the FDF of muscadine fruit across 18 genotypes and at four developmental stages. Following this, we performed a transcriptome analysis using the mature pedicel tissue of two genotypes, a genotype with high FDF at maturity and a genotype with low FDF at maturity, to identify differentially expressed and uniquely expressed genes contributing to fruit detachment. We found that pedicel length, pedicel–fruit junction area, and fruit diameter positively correlated with FDF. This study also identified novel candidate genes, transcription factor families, and pathways associated with muscadine fruit abscission. These findings provide valuable knowledge on the progression of fruit abscission and insights for reducing FDF, particularly in developing machine-harvestable muscadine cultivars and fostering sustainability and efficiency in muscadine production.

## Introduction

The muscadine (*Muscadinia rotundifolia* Michx.) is native to the southeastern USA and is the first grape cultivated in North America [1]. Muscadines are well known for their resistance to the pests and pathogens that commonly afflict bunch grape production as well as for their high nutritional content, which comprises antioxidants, dietary fibers, vitamin C, and vitamin K [2, 3]. Despite their attractive features, muscadine production remains confined to a regional market in the southeastern USA. Unlike the more common bunch grape (*Vitis vinifera* L.*),* which is thin-skinned and grown and harvested in bunches, muscadines are thick-skinned, grow in small clusters, and have fruit that abscise individually at a region between the stem (pedicel) and the fruit. Notably, muscadines exhibit uneven ripening and are non-climacteric, hence they must ripen on the vine prior to harvesting. These features require each muscadine to be individually hand-harvested at maturity before naturally abscising and becoming unsalable [4, 5].

The costs associated with hand-harvesting muscadine can consume between 30% and 40% of their gross production revenue [5]. Mechanical harvesting technology has shown promise in improving efficiency and reducing labor costs in grape production [6, 7]. Initial efforts in mechanical harvesting focused on understanding machine–plant interactions, particularly the transmission of vibrations and their impact on fruit yield and quality [7]. Modern grape harvesters employ advanced shaking and collection mechanisms designed to optimize fruit detachment while minimizing damage to both the vine and the fruit. However, adapting these technologies to ensure minimal fruit damage remains a challenge, especially for fresh market grape production where fruit integrity is crucial [6, 8]. Muscadines have the potential to be mechanically harvested for the fresh market. Having an abscission zone between the pedicel and fruit allows fruit to be harvested without their stem and their thick skin allows them to withstand high levels of mechanical stress without fruit damage.

To date, only one study has assessed muscadine cultivar suitability for mechanical harvest. Balerdi and Mortenson (1973) evaluated the fruit detachment force (FDF) of mature muscadine fruit from 24 cultivars, comparing FDF to fruit weight and providing a suitability rating for marketing [9]. FDF is a measure of the force required to remove an individual fruit from its pedicel. It is a valuable metric for determining a crop’s suitability for mechanical harvest [10]. However, this study is limited to mature fruit and does not assess fruit physical features that potentially impact FDF such as pedicel, fruit, and pedicel–fruit junction morphology. Furthermore, it does not consider the underlying genetic components that may influence fruit detachment behavior across genotypes, which are essential for muscadine breeders to develop superior cultivars for mechanical harvesting.

FDF is typically used to quantitatively measure abscission, the biological process that leads to the shedding of plant aerial organs. This process occurs at a specialized region of small cells with densely packed cytoplasm called the abscission zone (AZ) [11, 12]. Molecular studies in model plant species *Arabidopsis thaliana* and *Solanum lycopersicum* have identified several essential genes and hormones involved in AZ differentiation and separation. As a process, abscission can be delineated into four fundamental phases. In the first phase of abscission, the AZ differentiates at a region between two organs [13, 14]. In tomatoes, MADS-box transcription factors JOINTLESS and JOINTLESS2 control AZ differentiation. The *jointless* and *jointless2* mutants completely lack a pedicel abscission zone [12]. Two other MADS-box transcription factors, MACROCALYX (MC) and SlMBP21, regulate pedicel AZ development alongside JOINTLESS. In non-model species, *JOINTLESS* homologs *MdJa* and *MdJb* in apple (*Malus domestica*) and *PsJOINTLESS* in the Korla fragrant pear (*Pyrus sinkiangensis* Yü) were found to have functions similar to that of *JOINTLESS* in tomato, suggesting that the MADS-box family may have conserved functions in regulating AZ development [15–17].

In the second phase of abscission, the AZ is ready to perceive hormonal signals and activate cell separation [18]. Several phytohormones are known to play critical roles in abscission. Ethylene (ETH), abscisic acid (ABA), and methyl jasmonate (MeJA) tend to positively regulate abscission, whereas auxin (IAA), cytokinin (CTK), and gibberellin (GA) are negative regulators of abscission [13]. ETH is generally regarded as a vital hormone for abscission and was the first hormone identified in the abscission process [19, 20]. In tomatoes, reduced expression of the ETH receptor-encoding gene, *LeETR1*, results in delayed fruit abscission [21]. Recent studies assessing fruitlet abscission in litchi found essential ETH biosynthetic genes (*LcACO2*, *LcACO3*, *LcACS1*, *LcACS4,* and *LcACS7*) are upregulated in the AZ alongside ETH receptor-encoding genes *LcETR2* and *LcERFs* (Ethylene Response Factors) [22, 23]. A similar pattern was observed in apple fruitlets [24, 25].

In the final stages of abscission, hydrolytic enzymes dissolve the middle lamella between AZ cells, and the AZ scar’s final differentiation co-occurs [26, 27]. Several cell wall-degrading enzymes hydrolyze these cell walls, including cellulases, polygalacturonases, pectin methylesterases, and pectate lyases [28]. The AZ scar is a protective layer for the main plant body and the abscised organ, preventing pathogen entry by sealing off the region where the shedding organ was previously attached [13].

Identifying key morphological traits, genes, and pathways involved in abscission and discovering the molecular mechanism of abscission and fruit detachment are essential for improving crop yield and harvesting efficiency. For example, identifying *JOINTLESS* in tomato was revolutionary for machine harvesting [29]. Traditional tomatoes have an AZ or joint within their pedicel, causing them to retain a stem after harvest. This residual pedicel makes mechanical harvesting difficult, increasing the likelihood of mechanical damage. Plants with the *jointless* mutation fail to form functional AZs in their fruit pedicels, and therefore, they can be easily harvested without their stems, reducing mechanical damage and optimizing harvest operations [29]. Studying the molecular mechanisms associated with abscission can provide valuable insights into FDF determination, which is critical for mechanically harvesting fresh market fruits and vegetables. Despite this, the molecular mechanisms underlying AZ development and fruit detachment have yet to be thoroughly investigated in many non-model species, including muscadine.

In this study, we conducted a morphological and physical analysis of the development of the pedicel and pedicel–fruit junction across 18 muscadine genotypes. Additionally, we performed a transcriptome analysis using the pedicel tissue of two muscadine genotypes displaying opposite detachment phenotypes. By studying grape physical characteristics such as AZ morphology, fruit and pedicel characteristics, and FDF in conjunction with a transcriptomic analysis, we offer a comprehensive approach to studying muscadine abscission on a level that has not been previously reported in any grape species. This study identifies several muscadine genotypes with the potential for mechanical harvesting. Further, we discovered positive correlations between muscadine FDF and AZ area, pedicel length, and fruit diameter. Through genome-wide expression profiling, pathway enrichment, and Arabidopsis mutant analyses, we identified several possible candidate genes, transcription factor families, and biological pathways involved in muscadine abscission.

## Materials and methods

### Plant materials

Eighteen muscadine genotypes were grown at the University of Florida’s Plant Science Research and Education Unit in Citra, FL. Ten genotypes were developed by the University of Georgia’s muscadine breeding program in Tifton, GA (Ga. 8–1-12, Ga. 6–1-269, Ga. 6–6-358, Ga. 12–3-22, Ga. 10–1-329, Ga. 12–5-46, Ga. 10–1-294, Ga. 10–1-222, Ga. 13–4-79, and Ga. 13–4-2) (See Table S1 for their berry characteristics). The remaining eight were released cultivars (‘Supreme’, ‘Paulk’, ‘Hall’, ‘Granny Val’, ‘Alachua’, ‘Noble’, ‘Triumph’, and ‘Carlos’). Fruit were harvested at four fruit developmental stages (pea-size, bunch closure, veraison, and maturity) [30].

### Fruit detachment force

FDF was measured using an IMADA DS2–4 force gauge (IMADA Inc., Northbrook, IL, USA). Fruit of similar size and color were harvested in the morning with their pedicels attached and brought back to the lab on ice; FDF was assessed on the same day as harvest. Individual fruits were detached using the handheld force probe by securing the pedicel with forceps and pulling the probe uniformly away from the pedicel. The maximum force required for fruit removal was recorded. FDF was assessed using fruit from all 18 genotypes at each developmental stage. Replicates of five at each developmental stage were used for analysis. A photograph of the system used can be found in Fig. S1.

### Abscission zone measurements and visualization

Photos of the pedicel–fruit junction, pedicel tissue, and whole fruit at each developmental stage were taken using a Nikon DX camera (AF-S NIKKOR 18–55 mm 1:3.5–5.6G) and a Leica light microscope (LEICA DMC4500, Wetzlar, Germany). ImageJ (Version 1.51) was then used to measure the pedicel–fruit junction area, pedicel length, and fruit diameter for all genotypes using five replicates each [31].

### Scanning electron microscopy

The pedicel-fruit fracture planes of two muscadine genotypes (Ga. 12–3-22 and Ga. 6–1-269) with two replicates each were examined using scanning electron microscopy (SEM). Tissues were harvested and stored at −20°C until further processing. Stem scar regions were dissected from the samples and stored in Trump’s fixative at 4°C for 16 h. Samples were fixed in 2% osmium tetroxide buffered in PBS and dehydrated using a graded ethanol series from 25% to 100%. Samples were transferred to a Tousimis Autosamdri-815 CPD (Tousimis Research Corporation, Rockville, MD, USA) using bone-dry CO_2_. Specimens were mounted on Cambridge-style SEM stubs using 12-mm carbon tabs and colloidal graphite, then coated with gold–palladium using a Desk V sputter coater (Denton DeskV, Moorestown, NJ, USA) with argon gas. Then, all samples were examined via secondary electrons (SE) at a high vacuum, 5 kV, on an FE-SEM (SU-5000; Hitachi High Technologies America, Schaumburg, IL, USA).

### RNA extraction, library preparation, and sequencing

Pedicel tissue from genotypes Ga. 12–3-22 and Ga. 6–1-269 were collected at two developmental stages (pea-size and maturity). The total RNA was isolated using the Nucleospin RNA Plant and Fungi Mini-kit (Macherey-Nagel, PA, USA). The RNA was treated with DNase using the PureLink™ DNase Set (Invitrogen™, CA, USA) and then subjected to a lithium chloride (LiCl) precipitation step, as described by Reid et al. (2006) [32]. RNA-seq libraries were constructed at the ICBR Gene Expression and Genotyping Core Lab using the NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA). The RNA integrity numbers (RIN) >5.6 were used. Sequencing was performed on an Illumina NovaSeq 6000-S4 (2 × 150 cycles) at ICBR (RRID: SCR_019145). Each sample had three biological replicates.

### RNA data processing and analysis

Reads were trimmed with the Cutadapt (v3.4) program to remove adaptors and low-quality bases with a phred-like score of < 20 and reads < 65 bases [33]. The genome of *Muscadine rotundifolia* ‘Noble’ from Park et al. (2022) was used as the reference sequences for RNA-seq analysis [34]. The cleaned reads were individually mapped to the reference genome using the STAR package (Spliced Transcripts Alignment to a Reference, v2.7.9a) [35]. Mapping results were processed with the HTSeq (High-Throughput Sequence Analysis in Python, v0.11.2) [36], samtools, and scripts developed in-house at ICBR of UF to remove potential polymerase chain reaction (PCR) duplicates and count uniquely mapped reads for gene expression analysis. The R-package DESeq-2 was used to identify significantly upregulated and downregulated genes within genotypes [37]. The log_2_ fold change (log_2_FC) of counted reads in mature pedicel tissue using the pea-size stage as a control was calculated. A *p*-value of 0.05 and a log_2_FC of ≥ 2 were used to determine differentially expressed genes (DEGs). Gene ontology (GO-term) analysis and pathway prediction were performed using ShinyGo (Version 0.741) [38]. Transcription factor analysis was performed using the Plant Transcription Factor Database (PlantRegMap/PlantTFDB v5.0) [39]. Electronic fluorescent pictographs (eFP) were generated using the Bio-Analytic Resource (BAR) at the University of Toronto online ‘Grape eFP Browser’ [40].

### Real-time quantitative PCR analysis

To validate the expression of select candidate genes, real-time quantitative PCR (RT-qPCR) analysis using two technical replicates from each of the three biological replicates were used. The cDNA was synthesized using the iScript™ cDNA synthesis kit from Bio-Rad (Hercules, CA, USA). The grape actin gene (*VvActin*) was used as an internal reference control. The ΔΔCT technique was used to determine relative gene expression.

### Arabidopsis mutant analysis

The closest Arabidopsis homologs of selected grape candidate genes were identified using NCBI BLAST. T-DNA insertion mutant seeds were obtained from the Arabidopsis Biological Research Center (ABRC, Columbus, Ohio, USA). All seeds were homozygous for the TDNA insert. Arabidopsis wild-type (Col-0) and mutant seeds were sterilized with 70% ethanol for 2 min, followed by 7 min in 50% bleach, then washed five times with sterile ddH_2_O. Seeds were plated on a solid MS medium containing basal salts (PhytoTech, Lenexa, KS, USA), 0.05% MES, and 0.05% sucrose (pH 5.7). Seedlings were grown on MS medium for 14 days under long-day conditions (16 h light / 8 h dark) at 25°C, then transplanted to a potting medium, where they continued to grow under the same conditions in a growth chamber. Photographs of floral organs and siliques were taken after forming the first 10 siliques, following floral organ positioning based on anthesis as position 1 [41, 42]. Images of siliques were captured using a Leica microscope and camera.

### Statistical analysis

Linear regression analysis was performed using Microsoft Excel for Windows (Version 2310s). Statistical analysis and visualization of the FDF data across genotype and developmental stage were performed using Microsoft Excel for Windows (Version 2310) and Python (Version 3.8) using the following libraries: Pandas (Version 1.3.3) for data manipulation and analysis [43] and Matplotlib (Version 3.4.3) and Seaborn (Version 0.11.2) for generating graphs and visualizations [44, 45].

## Results

### Muscadine fruit detachment force varies throughout development and across genotypes

To better understand how the tensile strength of the AZ changes throughout development, we assessed FDF at four developmental stages (pea-size, bunch closure, veraison, and maturity) (Fig. S2) and across 18 genotypes. We found that FDF varies widely across genotype and developmental stage; however, we identified four discernable patterns. In 8 of the 18 genotypes, FDF decreased with the progression of development, where the highest FDF was observed at the pea-size stage (Fig. 1C–J). Four of these eight genotypes showed a gradual decrease in FDF throughout development (Fig. 1C–F). The remaining four saw gradual decreases in FDF throughout the first three developmental stages and a substantial drop in FDF between veraison and maturity (Fig. 1G–J). A third distinct pattern was observed in the following four genotypes, which saw an increase in FDF from pea-size to bunch closure, followed by a gradual decrease in FDF to maturity (Fig. 1K–N). The six remaining genotypes experienced the highest FDF at veraison, typically followed by a stark decrease in FDF at maturity (Fig. 1O–T). Despite different FDF patterns throughout development, most of the genotypes experienced the steepest decline in FDF between veraison and maturity, suggesting that the process of cell separation is initiated and completed during this time.

**Figure 1:**
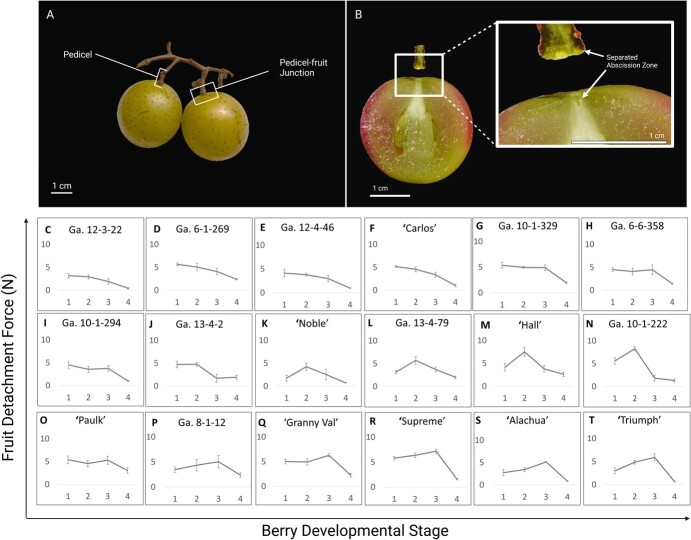
Morphology of muscadine pedicel, pedicel–fruit junction (A), and AZ (B). FDF (N) assessment across genotype throughout fruit development. The X-axis represents fruit developmental stage as denoted by 1: pea size, 2: bunch closure, 3: veraison, and 4: maturity. The Y-axis is the mean FDF in Newtons. (Error bars represent SE) (*N* = 5). Graphs show data for all genotypes: (C) Ga. 12–3-22, (D) Ga. 6–1-269, (E) Ga. 12–5-46, (F) ‘Carlos’, (G) Ga. 10–1-329, (H) Ga. 6–6-358, (I) Ga. 10–1-294, (J) Ga. 13–4-2, (K) ‘Noble’, (L) Ga. 13–4-79, (M) ‘Hall’, (N) Ga. 10–1-222, (O) ‘Paulk’, (P) GA. 8–1-12, (Q) ‘Granny Val’, (R) ‘Supreme’, (S) ‘Alachua’, (T) ‘Triumph’. Figure created with BioRender.com.

To observe physical changes in AZ integrity, we took photos of the pedicel–fruit junction throughout development and across the 18 genotypes (Fig. S3, Fig. S4). Additionally, we split the genotypes into one of three categories depending on their mean FDF at maturity (Stage 4): ‘Weak Attachment’ (FDF < 1 N), ‘Moderate Attachment’ (1 N < FDF < 2 N), and ‘Strong Attachment’ (FDF > 2 N). Splitting the genotypes into categories allowed us to identify patterns related to pedicel–fruit junction morphology and fruit detachment phenotype. The six ‘Weak Attachment’ genotypes included Ga. 12–3-22, ‘Triumph’, ‘Noble’, ‘Alachua’, Ga. 12–5-46, and Ga. 10–1-294. We identified six additional genotypes in the ‘Moderate Attachment’ category: ‘Carlos’, Ga. 10–1-222, Ga. 6–6-358, ‘Supreme’, Ga. 13–4-2, and Ga. 10–1-329. The final six genotypes were placed in the ‘Strong Attachment’ category: Ga. 13–4-79, ‘Granny Val’ Ga. 8–1-12, Ga. 6–1-269, ‘Hall’, and ‘Paulk’.

Microscopic examination of the pedicel–fruit junctions across the three categorized genotypes revealed an association between FDF and tissue breakdown at this junction. Genotypes with lower FDFs exhibited more pronounced tissue breakdown at the pedicel–fruit junction, whereas those with higher FDFs showed less tissue degradation. Precisely, Fig. S4A–C displays the pedicel–fruit junctions of mature fruit in genotypes Ga. 12–3-22, ‘Alachua’, and Ga. 12–5-46 belonging to the ‘Weak Attachment’ category, showcasing a higher degree of tissue degradation compared to genotypes classified under ‘Moderate Attachment’ (Fig. S4D–F) and ‘Strong Attachment’ Fig. S4G–I). The variability in tissue degradation is particularly evident in the degree of vascular bundle maintenance (an example of an intact vascular bundle is indicated by the arrow in Fig. S4I). While there are no vascular bundles maintained in the three ‘Weak Attachment’ genotypes shown in Fig. S4A–C, the genotypes Ga. 6–6-358 and ‘Supreme’ in the ‘Moderate Attachment’ category exhibited partial vascular bundle maintenance (Fig. S4E–F). The last three genotypes in the ‘Strong Attachment’ category, ‘Granny Val’, Ga. 6–1-269, and ‘Paulk’, had the highest degree of vascular bundle maintenance, with the two genotypes with the highest FDFs (Ga. 6–1-269 (mean FDF = 2.37 N) and ‘Paulk’ (mean FDF = 3.03 N)), maintaining two to three clear bundles at maturity (Fig. S4G–I). There were no evident patterns in tissue breakdown and maintenance across the categories throughout development (Fig. S3). This may be because the pictures were too macroscopic to observe the changes underlying differences in fruit detachment phenotypes at these early stages. The pedicel-fruit junctions for all genotypes throughout development are shown in Fig. S3. The patterns observed at maturity in the nine genotypes shown in Fig. S4 are consistent throughout all 18 genotypes. These results suggest that tissue breakdown at and around vascular bundles at the pedicel–fruit junction may contribute to differences in FDF at maturity.

To further investigate the morphological differences in AZ, SEM was performed on two genotypes with opposing FDFs. The pedicel–fruit fracture planes of mature fruit from Ga. 6–1-269 (S, strongly attached), which exhibits a high FDF, and Ga. 12–3-22 (W, weakly attached), which has a low FDF, were photographed and compared (Fig. 2A–B). Both genotypes exhibit small, rounded cells throughout the fracture plane, as indicated by the arrow in Fig. 2C. One notable difference between the genotypes is the composition of the fracture plane’s center. Ga. 6–1-269 (S) has tissue build-up and protrusion at its center, while Ga. 12–3-22 (W) displays a pit at the center of the fracture plane. More connective tissue in Ga. 6–1-269 (S) may contribute to its higher FDF compared to Ga. 12–3-22 (W), which lacks this connective tissue. Additionally, the larger tissue area in Ga. 6–1-269 (S) correlates with a greater presence of vascular bundle tissue. The circle in Fig. 2C highlights the vascular bundles within the fracture plane, which contain the lignified xylem (Fig. 2D). These findings emphasize the importance of vascular bundle maintenance and tissue integrity in influencing FDF and abscission behavior in muscadine.

**Figure 2:**
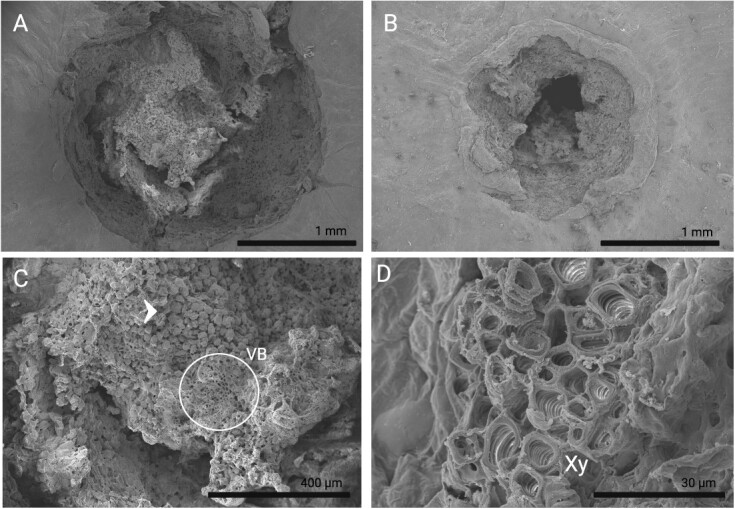
Scanning electron micrographs of the pedicel-fruit fracture plane in (A) Ga. 6–1-269 (S), and (B) Ga. 12–3-22 (W). (C) Close-up of the Ga. 6–1-269 (S) pedicel-fruit fracture plane showing small, circular cells that make up the AZ (indicated by the arrow). Vascular bundle (VB) regions are shown within the circle. (D) Xylem tissue (Xy) in the Ga. 6–1-269 (S) pedicel-fruit fracture plane.

To assess the influence of fruit and pedicel characteristics of muscadine on FDF, we measured the area of the pedicel–fruit junction, fruit diameter, and pedicel length of mature muscadine fruit (Table S2). A diagram demonstrating how each muscadine characteristic (pedicel–fruit junction area, fruit diameter, and pedicel length) was measured can be found in Fig. S5. With these measurements, we performed a linear regression analysis to determine the effect of each fruit characteristic previously mentioned on FDF (Fig. S6). Means for each measured parameter (pedicel–fruit junction area, fruit diameter, and pedicel length) were correlated with mean FDF across genotypes. All measurements were taken using only mature fruit. A significant positive correlation between all three characteristics and FDF was observed. There was a moderate positive correlation between the pedicel–fruit junction area and FDF, with a correlation coefficient of R = 0.534. Similarly, we observed a moderate positive correlation between pedicel length and FDF, with a correlation coefficient of R = 0.632. A strong correlation was observed between fruit diameter and FDF with a correlation coefficient of R = 0.831. Therefore, fruit with larger AZs, longer pedicels, and larger fruit size were more likely to have higher FDFs and hence, be more difficult to remove from their pedicels.

### Differentially expressed genes were identified across the strong and weak FDF genotypes

To identify genes and molecular pathways contributing to the variation in fruit detachment phenotype and abscission behavior in muscadine, we performed RNA sequencing analysis on the pedicel tissue of two select genotypes identified through our fruit detachment surveys (Fig. 1). These genotypes were previously used for SEM and were selected as benchmarks for a genotype with fruit that detach easily from its pedicel at maturity versus a genotype with fruit firmly attached to their pedicel at maturity. 

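Pedicels, the stalks whose junction with the berry holds the abscission zone, were sampled from the genotypes labelled W (weak attachment) and S (strong attachment) at the pea-size stage (Stage 1) and at maturity (Stage 4). Each genotype and stage had 3 biological replicates, which makes 12 directional RNA-seq libraries in 4 groups. The authors trimmed the reads with Cutadapt, mapped them with STAR to the genome of the muscadine cultivar 'Noble', removed potential PCR duplicates and counted uniquely mapped reads per gene model with HTSeq. The deposited values are these raw counts for 26394 gene models, without normalization. The reads counted on gene models ranged from 6769232 to 15404644 per library at the W pea-size stage, with a median of 7188880. At W maturity they ranged from 4705119 to 12316295, with a median of 7392548. By the medians the S libraries were deeper. They ranged from 9785778 to 14067641 at the pea-size stage (median 12404212) and from 10538143 to 21971736 at maturity (median 19650450). Reads that fell on no gene model made up 10.6% to 17.6% of the reads in 10 of the libraries. They reached 30.4% in S maturity replicate 1 (95% Wilson interval 30.3% to 30.4%) and 21.8% in S maturity replicate 2 (21.8% to 21.8%). In the same 2 libraries, one gene model on chromosome 2 took 12.3% (12.3% to 12.4%) and 6.94% (6.93% to 6.95%) of the gene counts. These intervals cover counting error only.

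**Figure D1:**
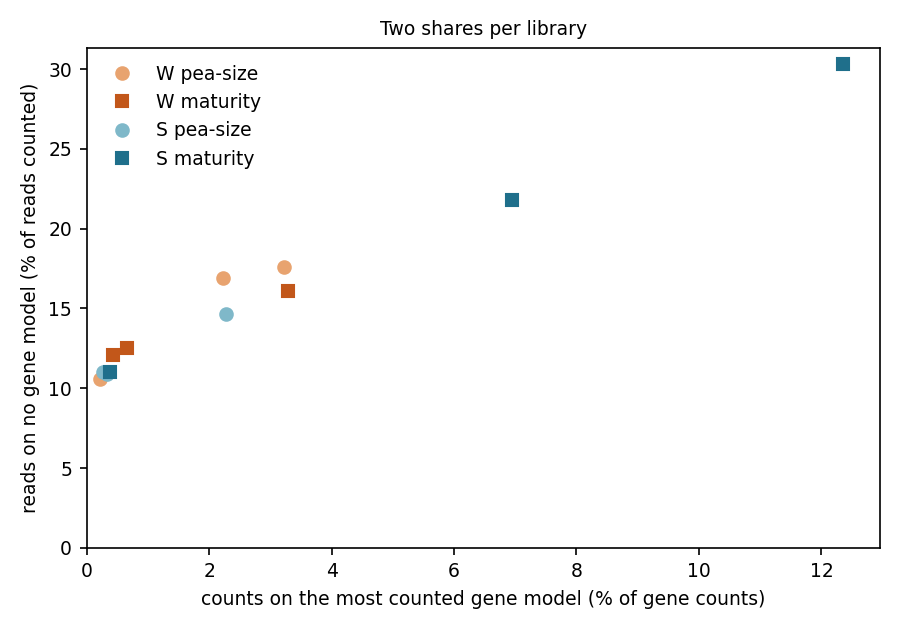
Share of reads on no gene model (vertical axis, % of the reads counted in a library) against the share of gene counts on the most counted gene model (horizontal axis, %), 1 point per library, with circles for the pea-size stage and squares for maturity. S maturity replicate 1 lies at 30.4% and 12.3%, and S maturity replicate 2 at 21.8% and 6.94%.

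Spearman correlations of log2 CPM between replicates were 0.890 to 0.910 for W pea-size, 0.907 to 0.964 for W maturity and 0.960 to 0.969 for S pea-size. At S maturity, replicates 2 and 3 had a correlation of 0.967 with each other, and replicate 1 had correlations of 0.836 and 0.817 with them. No pair of libraries differed by as little as the sampling noise (lowest chi-square per degree of freedom 11.6), so all 12 were kept as separate replicates. Counts were scaled by edgeR's TMM method, and 18439 gene models with enough counts by edgeR's filterByExpr were tested. In each genotype apart, maturity was tested against the pea-size stage with edgeR's quasi-likelihood test on its 6 libraries. Gene models were called up or down at an adjusted p (Benjamini-Hochberg) of at most 0.05 and a log2FC of at least 1 in size. The choices that could change the counts of calls are the test, the adjustment of p, the fold change threshold, the filter and the scaling. The files name gene models by position in the 'Noble' annotation and do not pair them with the grape identifiers of the paper.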

Ga. 6–1-269 (Strong attachment, S). A large bronze grape (Fig. 3A) was selected as the benchmark for strong attachment due to its high FDF at maturity (FDF = 2.37 ± 0.31) (Table S2). The Ga. 12–3-22 (Weak attachment, W) genotype, a medium-large red grape (Fig. 3B), was selected as the easily abscised benchmark due to its low FDF at maturity (FDF = 0.41 ± 0.30) (Table S2). While Ga. 6–1-269 (S) did not exhibit the highest FDF across the genotypes used, it was selected because it follows an FDF pattern similar to Ga. 12–3-22 (W) throughout development. This is shown in Fig. 1C–D, where both genotypes experience their highest FDF at Stage 1, which gradually declines throughout development. Therefore, we compared gene expression across these genotypes based on gene expression changes from Stage 1, when fruit are pea-size (stage with the highest FDF), to Stage 4, at maturity (stage with lowest FDF). The gene transcripts with significant expression levels (*p* ≤ 0.05) and log_2_FC ≥ 1 were used to summarize the RNA sequencing data, gene ontology enrichment analysis, and transcription factor analysis.

**Figure 3:**
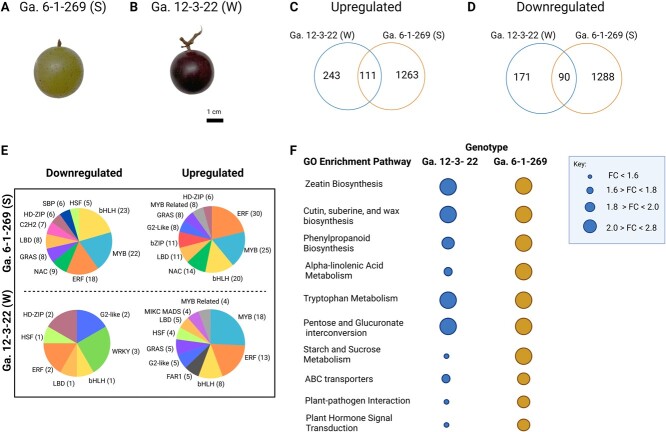
(A) Mature fruit from the Ga. 6–1-269 (Strong, S) genotype. (B) Mature fruit from the Ga. 12–3-22 (Weak, W) genotype. (C) Number of upregulated DEGS from Stage 1 to Stage 4 independently and simultaneously expressed by Ga. 6–1-269 (S) and Ga. 12–3-22 (W). (D) Number of downregulated DEGS from Stage 1 to Stage 4 independently and simultaneously expressed by Ga. 6–1-269 (S) and Ga. 12–3-22 (W). (E) Pie charts displaying the proportion of genes encoding transcription factors upregulated and downregulated in Ga. 12–3-22 (W) and Ga. 6–1-269 (S). The top 10 transcription factor families in each category are shown apart from the downregulated genes encoding TFs in Ga. 12–3-22 (W), where only seven families were identified. The different colors are representative of different transcription factor families. (F) Gene ontology enrichment diagram of the top enriched pathways in Ga. 12–3-22 (W) and Ga. 6–1-269 (S). Only DEGS with a log_2_FC ≥ 1 were analyzed, FDR ≤ 0.05. Figure created with BioRender.com.

Among genes that were upregulated in the pedicel tissue from Stage 1 to Stage 4, we identified 243 genes independently expressed in Ga. 12–3-22 (W) and 1263 genes independently expressed in Ga. 6–1-269 (S) (Fig. 3C). 

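From Stage 1 to Stage 4, 81 gene models were called up in W and 843 in S. Of these, 48 were called up in W only, 810 up in S only and 33 up in both. Here and below, a set in 1 genotype only holds gene models not called in the same direction in the other. The 48 include 8 called down in S, and the 810 include 3 called down in W. In every one of the 81 and the 843, all 3 mature libraries lay above all 3 pea-size libraries, which the selection favours. Over all gene models tested, called or not, the stages did not overlap for 14.9% in W and 34.9% in S, where chance gives 10%. The median size of the change among the called gene models was a log2FC of 1.92 in W and 2.31 in S, also when those at 0 counts in a whole pea-size group (1 in W and 29 in S) are put at the limit that a count of 0 allows. As a ratio, the count in W moved most with DESeq2 and an unadjusted p, to 621 gene models, and the count in S without S pea-size replicate 1, to 108. In gene models, the count in S moved most without S maturity replicate 1, to 2489. Without W pea-size replicate 3 the count in W was 246, and without W maturity replicate 1, 2 or 3 it was 46, 48 and 50. Leaving out S pea-size replicate 2 or 3 gave 124 and 133 gene models in S, and leaving out S maturity replicate 2 or 3 gave 285 and 381. The number called in W only was 28 without W pea-size replicate 1, 189 without W pea-size replicate 3, and 26, 24 and 27 without W maturity replicate 1, 2 or 3. The number called in S only was 94, 109 and 120 without S pea-size replicate 1, 2 or 3, and 2447, 261 and 354 without S maturity replicate 1, 2 or 3. A call in one genotype only does not show that the genotypes differ, so the difference between their changes was tested in all 12 libraries (stage by genotype interaction, edgeR's quasi-likelihood test, adjusted p at most 0.05, log2 difference of at least 1). It was called for 16 of the 48 gene models up in W only and for 155 of the 810 up in S only. These include all 8 and all 3 that were called down in the other genotype. In the other genotype, 64.6% of the 48 and 65.4% of the 810 also had a fitted change above 0. The lack of an interaction call does not show that the changes were equal. In simulated data that test recovered 0 of 200 differences at a true log2FC of 2 and 125 at 4.
Among called gene models with a mean of at least 50 counts, the largest rise in W was that of evm.model.chr4.2439 on chromosome 4. It had 0 counts in all 3 W pea-size libraries and 22.1 ± 3.04 TMM-normalized CPM at maturity (SD, n = 3). Against a limit of 3 counts over the pea-size group, this is at least 206-fold higher. The fitted log2FC was 10.59 (standard error 1.19, adjusted p = 0.000301 from edgeR's quasi-likelihood test), a value that depends on the prior count because the pea-size group is at 0. With each W library left out in turn it stayed between 10.35 and 10.76. The pea-size group is at 0 in those fits too, so this range cannot show how stable the fold is. In S the same gene model rose from 0.0987 ± 0.101 to 14.4 ± 2.29 CPM (SD, n = 3 each), with a log2FC of 7.07 (standard error 0.82, edgeR adjusted p = 0.00489). The interaction was not called for it (edgeR adjusted p = 0.251). Within the same limits, the largest rise in S was that of evm.model.chr18.3269 on chromosome 18. It had 0 counts in all 3 S pea-size libraries and 100.3 ± 25.3 CPM at maturity (SD, n = 3), at least 1252-fold higher by the same limit. Its fitted log2FC was 13.61 (standard error 0.63, edgeR adjusted p = 0.00185), a value that also depends on the prior count. In W it stood at 27.6 ± 10.8 CPM at the pea-size stage and 60.2 ± 24.5 at maturity (SD, n = 3 each), a log2FC of 1.11 that was not called (standard error 0.40, edgeR adjusted p = 0.300). The interaction was called for this gene model (adjusted p = 0.000163).

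**Figure D2:**
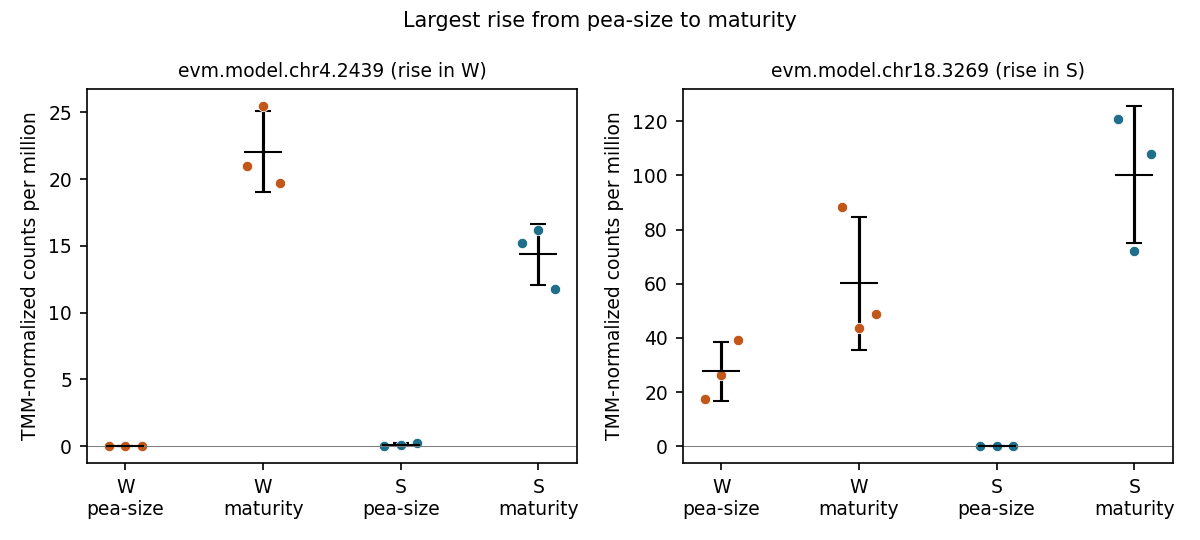
TMM-normalized CPM (vertical axis, linear) of evm.model.chr4.2439 (left) and evm.model.chr18.3269 (right) in the 4 groups. These had the largest rises in W and in S among called gene models with a mean of at least 50 counts. Points are libraries, and bars show the mean and SD of 3 replicates. The left gene model is at 0 in W pea-size and averages 22.1 at W maturity, and the right one is at 0 in S pea-size and averages 100.3 at S maturity.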

There were 111 genes commonly upregulated from Stage 1 to Stage 4 (Fig. 3C). Among the genes downregulated in the pedicel tissue from Stage 1 to Stage 4 were 171 genes independently expressed in Ga. 12–3-22 (W) and 1288 genes independently expressed in Ga. 6–1-269 (S). 

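Among the gene models that fell from Stage 1 to Stage 4, 92 were called in W and 928 in S, with 72 called in W only and 908 in S only. All 3 mature libraries lay below all 3 pea-size libraries for each of them, and the median size of the change was a log2FC of 1.82 in W and 2.50 in S. The medians are the same with the gene models at 0 counts in a whole mature group, 2 in W and 30 in S, put at their limit. Without W pea-size replicate 3 the count in W was 262. Without W pea-size replicate 1 or 2 it was 53 and 56, and without W maturity replicate 1, 2 or 3 it was 44, 37 and 41. In S the count was 2737 without maturity replicate 1, 414 and 578 without maturity replicate 2 or 3, and 172, 166 and 180 without pea-size replicate 1, 2 or 3. The number called in W only was 37, 42 and 212 without W pea-size replicate 1, 2 or 3, and 32, 27 and 31 without W maturity replicate 1, 2 or 3. The number called in S only was 164, 159 and 170 without the S pea-size replicates in that order, and 2693, 400 and 562 without the S maturity replicates. The interaction was called for 12 of the 72 gene models down in W only and for 201 of the 908 down in S only. The 72 include 3 called up in S and the 908 include 8 called up in W, all with the interaction called. In the other genotype the fitted change was also below 0 for 47.2% of the 72 and 60.7% of the 908. Here too, the lack of an interaction call does not show that the changes were equal.
Among called gene models with a mean of at least 50 counts, the largest fall in W was that of evm.model.chr6.1761 on chromosome 6. It went from 17.9 ± 14.8 to 0.135 ± 0.233 TMM-normalized CPM (SD, n = 3 each). The mature libraries held 3 counts together, so the pea-size level was 121 times the mature level with a wide counting interval (95% exact binomial interval 41.3 to 591, counting error only). The log2FC was -6.94 (standard error 1.21, adjusted p = 0.00888 from edgeR's quasi-likelihood test). All 3 mature counts were in W maturity replicate 2, and without it the log2FC was -10.34, a value that depends on the prior count. The call was lost without W pea-size replicate 2 (log2FC -5.98, adjusted p = 0.149) and without W maturity replicate 1 (adjusted p = 0.0541), and adjusted p ranged from 1.15e-06 to 0.185 over the other settings. In S this gene model had at most 11 counts in any library and was not called (edgeR adjusted p = 0.441), and the interaction was not called either (adjusted p = 0.0659). Within the same limits, the largest fall in S was that of evm.model.chr1.1079 on chromosome 1. It went from 101.6 ± 19.0 CPM to 0 counts in all 3 mature libraries (SD, n = 3). This is at least 1866-fold lower against a limit of 3 counts over the mature group. The fitted log2FC was -13.59 (standard error 0.57, edgeR adjusted p = 0.00185), a value that depends on the prior count because the mature group is at 0. With each S library left out in turn it stayed between -13.81 and -13.40. The mature group is at 0 in those fits too, so this range cannot show how stable the fold is. In W the gene model was low at both stages, 1.85 ± 2.21 and 0.421 ± 0.513 CPM (SD, n = 3 each), and was not called (edgeR adjusted p = 0.882). The interaction was called (adjusted p = 0.0255).

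**Figure D3:**
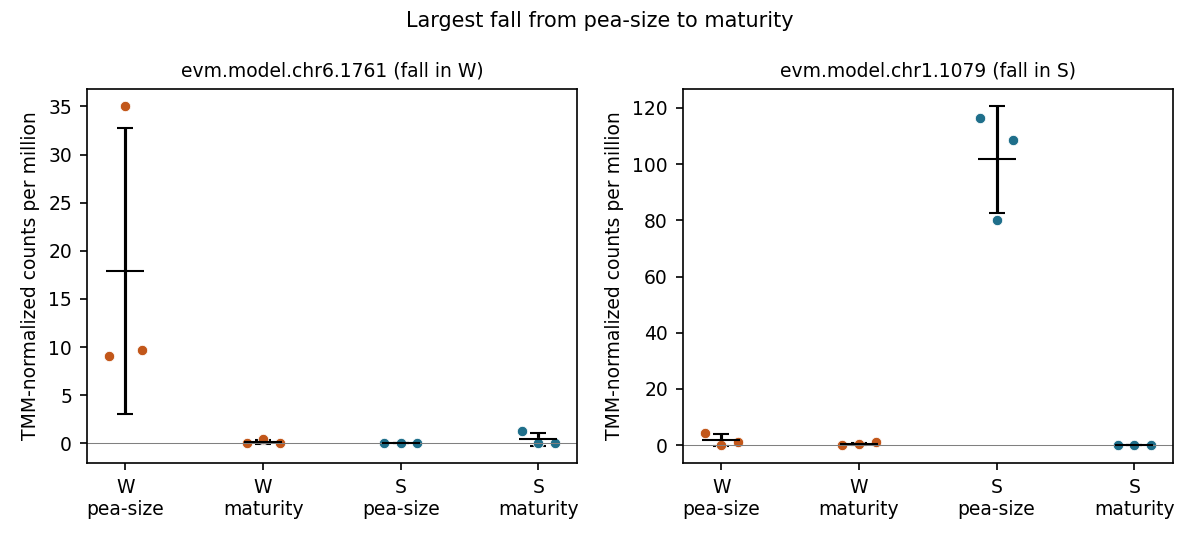
TMM-normalized CPM (vertical axis, linear) of evm.model.chr6.1761 (left) and evm.model.chr1.1079 (right) in the 4 groups. These had the largest falls in W and in S among called gene models with a mean of at least 50 counts. Points are libraries, and bars show the mean and SD of 3 replicates. The left gene model averages 17.9 at W pea-size with a wide spread, and the right one averages 101.6 at S pea-size and is at 0 in the 3 S mature libraries.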

There were 90 genes commonly downregulated from Stage 1 to Stage 4 (Fig. 3D). 

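The sets called in the same direction in both genotypes held 33 gene models that rose and 20 that fell by edgeR's test. The interaction was called for 3 of the 33 and 5 of the 20, which does not show that the other changes were equal. Leaving out 1 library moved the first count to between 13 (without S pea-size replicate 3) and 57 (without W pea-size replicate 3), and it was also more than 1.5 times lower without S pea-size replicate 1 or 2 (14 and 15) and without W maturity replicate 1 (20). The second count ranged from 7 (without S pea-size replicate 2) to 50 (without W pea-size replicate 3), with 44 without S maturity replicate 1, 8 and 10 without S pea-size replicate 1 or 3, and 12, 10 and 10 without W maturity replicate 1, 2 or 3. Across the 18439 gene models tested, which are not independent replicates, the log2FC in W and the log2FC in S had a Spearman correlation of 0.134. Of the 1880 gene models called in at least 1 genotype, 1199 (63.8%) had a change of the same sign in both.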

Genes that were commonly upregulated and commonly downregulated across both genotypes are shown in Table S3.

### The bHLH, MYB, and ERF transcription factor families were differentially expressed during muscadine abscission

A closer look at the top 10 representative transcription factor (TF) families that are encoded by differentially expressed genes from the pea-size stage to maturity across genotypes reveals the major involvement of several different TF families (Fig. 3E). Among DEGs that encode TFs, the bHLH, MYB, and ERF families are the most abundant cross both genotypes. In Ga. 6–1-269 (S), there are 23 downregulated genes encoding TFs in the bHLH family, 22 members from MYB, and 18 members from ERF. Some of the most significantly downregulated genes encoding TFs from these families in Ga. 6–1-269 (S) include *VIT_01S0026G00010* (*VvbHLH168*), *VIT_17S0000G03550* (*VvbHLH93*), *VIT_02S0025G00320* (*VvMYB86*), *VIT_12S0134G00570* (*VvMYB39*), *VIT_11S0016G05340* (*VvWIN1*, an ERF member), and *VIT_13S0047G00340* (*VvWRI1*, an ERF member). We identified genes encoding 30 ERF members, 25 MYB members, and 20 bHLH members upregulated in Ga. 6–1-269 (S) including *VIT_14S0081G00730* (*VvERF.C3*), *VIT_17S0000G04480* (*VvRAP2.11*), *VIT_00S0203G00170* (*VvMYB4*), *VIT_08S0007G06310* (*VvPHL5*), *VIT_14S0081G00720* (*VvbHLH111*), and *VIT_01S0010G02070* (*VvbHLH162*).

There were significantly fewer total downregulated genes encoding TFs in Ga. 12–3-22 (W) when compared to Ga. 6–1-269 (S), which aligns with the RNA-seq data shown in Fig. 3C–D. In Ga. 12–3-22 (W), there is one member in the bHLH family and two members of the ERF family downregulated; they are *VIT_07S0191G00240* (*VvbHLH94*), *VIT_18S0001G10150* (*VvERF020*), and *VIT_02S0025G04440* (*VvERF026*), respectively. Similar to Ga. 6–1-269 (S), ERF, MYB, and bHLH were highly represented among upregulated genes encoding TFs in Ga. 12–3-22 (W) with 18 MYB members, 23 ERF members, and 8 bHLH members being upregulated from pea-size stage to maturity. These include *VIT_01S0011G03730* (*VvMYB62*), *VIT_15S0048G02120* (*MYB*), and *VIT_01S0244G00010* (*VvbHLH104*). All genes encoding TFs identified through the TF analysis can be found in Table S4. Genes encoding TFs in the ERF, MYB, and bHLH families that were significantly upregulated or downregulated (*p* ≤ 0.05 and log_2_FC ≥ 2) across both genotypes are shown in Table S5. Some additional families that were commonly in the top represented TF families across upregulated and downregulated DEGs in both genotypes include HD-ZIP, GRAS, and LBD. Notably, the G2-like and the Myb-Related families were only highly represented across upregulated DEGs.

### Gene ontology enrichment analysis reveals several key pathways in muscadine abscission

To further elucidate the pathways involved in FDF determination and abscission, we performed a gene ontology enrichment analysis using significantly upregulated and downregulated genes (*p* ≤ 0.05, log_2_FC ≥ 1) from the pea-size stage to maturity in both genotypes. Figure 3F shows the top 10 enriched pathways shared by both genotypes and their relative enrichment based on the RNA-seq results (FDR ≤ 0.05). Several pathways share high enrichment across genotypes, including ‘zeatin biosynthesis’, ‘cutin, suberin, and wax biosynthesis’, and ‘tryptophan metabolism, pentose, and glucuronate interconversion’, which all have an enrichment FC between 2.0 and 2.8 in both genotypes. Ga. 6–1-269 (S) shows greater enrichment than Ga. 12–3-22 (W) in several pathways, including ‘phenylpropanoid biosynthesis’, ‘alpha-linolenic acid metabolism’, ‘starch and sucrose metabolism’, ‘ABC transporters', ‘plant and pathogen interaction’, and ‘plant and hormone signal transduction’ pathways (Fig. 3F).

### Muscadine candidate genes are differentially expressed within the fruit AZ

To gain insight into genes contributing to the differences in FDF observed in Ga. 12–3-22 (W) and Ga. 6–1-269 (S), we selected genes with opposite expression patterns in the pedicel tissue of Ga. 12–3-22 (W) and Ga. 6–1-269 (S) from pea-size to maturity. The opposite differential expression of genes can indicate opposing biological processes or regulatory mechanisms. For example, genes upregulated in Ga. 12–3-22 (W) while downregulated in Ga. 6–1-269 (S) can highlight potential biomarkers for weak FDF.

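Gene models called in opposite directions were counted from the 2 within-genotype tests. By edgeR's quasi-likelihood test, 8 rose in W and fell in S and 3 fell in W and rose in S. By DESeq2's Wald test in each genotype apart, with the same thresholds on adjusted p and log2FC, the counts were 24 and 12. In edgeR's fits all 36 of the latter kept the direction DESeq2 gave them in both genotypes. Both tools fit the same counts, so this is no separate evidence. Of the 36, the change was called by edgeR in W for 15, in S for 19 and in both for 11. The test of the difference itself, the stage by genotype interaction in all 12 libraries, was called for 35 of the 36 (edgeR adjusted p from 0.000756 to 0.0645). These gene models had been picked on the same libraries, so the interaction is not independent evidence. Their mean counts per library ranged from 99.8 to 9614 with a median of 586. Among those with more than 3 counts over each stage, sizes of the edgeR log2FC ran from 1.03 to 4.07 in W and from 1.02 to 4.09 in S. The others, 1 in W and 2 in S, had at most 1 count over the pea-size stage, so their larger fitted values, up to 8.84 and 9.46, depend on the prior count. The set depends on single libraries. By DESeq2, the 24 became 50 without W pea-size replicate 3 and 40 without S maturity replicate 1, and 9 without W maturity replicate 2 or 3. The 12 became 23, 22 and 26 without W pea-size replicate 3, W maturity replicate 1 and S maturity replicate 1, and 7, 6 and 7 without W pea-size replicate 2 and S pea-size replicates 1 and 2. Of the 36 gene models, between 15 (without W maturity replicate 2) and 34 (without S maturity replicate 1) were called again. By edgeR, the 8 became 18 without W pea-size replicate 3 and 14 without S maturity replicate 1. It was 2 without W pea-size replicate 1, and 1 without W pea-size replicate 2, W maturity replicate 1 or any S pea-size replicate. It was 4 without S maturity replicate 2 or 3, and 0 without W maturity replicate 2 or 3. The 3 became 8 without W pea-size replicate 3 and 11 without S maturity replicate 1. It was 1 without W maturity replicate 2 or 3, S pea-size replicate 1 or 2, or S maturity replicate 2, and 0 without S pea-size replicate 3. From such opposite changes, the paper proposes that genes rising in W while falling in S can point to potential biomarkers for weak FDF.

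**Figure D4:**
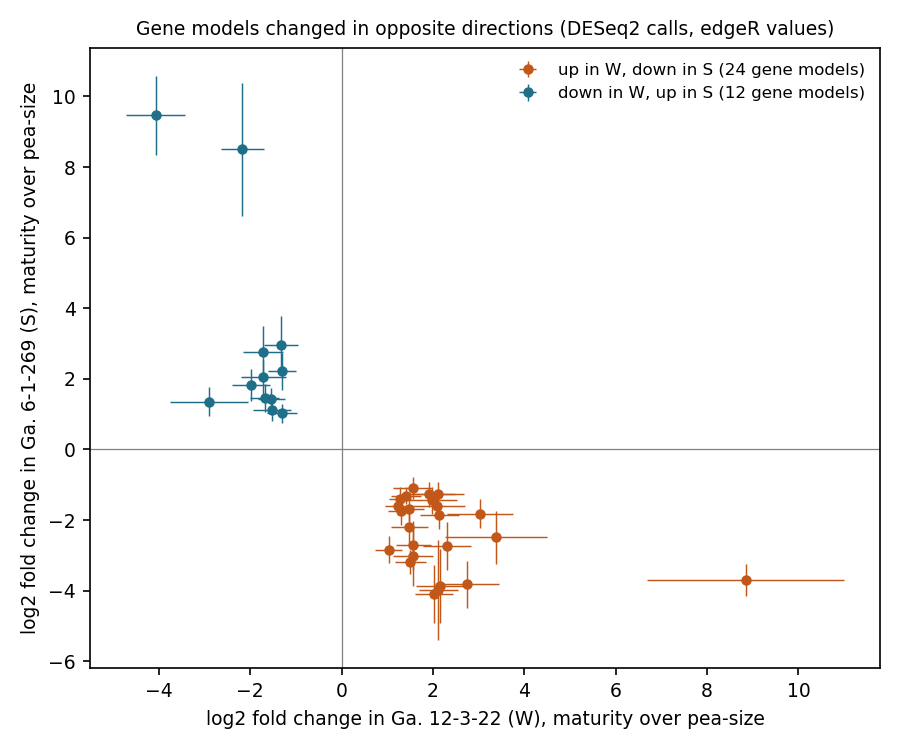
Log2 fold change from pea-size to maturity in W (horizontal axis) and S (vertical axis) of the 36 gene models that DESeq2 called in opposite directions. Points are edgeR's fitted values, and bars are their standard errors. The points at 8.84 in W and at 8.50 and 9.46 in S depend on the prior count. The 24 in the lower right rose in W and fell in S, and the 12 in the upper left fell in W and rose in S.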

We identified 36 genes that were significantly oppositely regulated across genotype (log_2_FC ≥ 1, *p* ≤ 0.05), shown in Table 1. Of these 36 genes, 24 were upregulated in Ga. 12–3-22 (W) and downregulated in Ga. 6–1-269 (S). Among these genes was *VIT_18S0001G12900* (‘jasmonate O-methyltransferase’, *VvJMT*), a gene involved in jasmonic acid (JA) biosynthesis. This gene was also downregulated during shade-induced flower abscission in *V. vinifera* [46]. The gene *VIT_10S0003G05420* (‘berberine bridge enzyme’, *VvBBE-LIKE15*) was also upregulated in Ga. 12–3-22 (W) and downregulated in Ga. 6–1-269 (S) and is involved in lignin biosynthesis, a pathway with high involvement in abscission [47, 48]. Additionally, we identified 12 genes that were downregulated in Ga. 12–3-22 (W) and upregulated in Ga. 6–1-269 (S). Among these genes was *VIT_07S0129G00330* (‘LOB domain-containing protein 38’, *VvLBD38*) a gene in the Lateral Organ Boundaries (LOB) family. LOB family genes exhibit expression patterns similar to Arabidopsis *HAESA*, a leucine-rich repeat receptor kinase required for floral organ abscission [49, 50]. Similarly, *VIT_12S0035G02090* (‘probable leucine-rich repeat receptor-like protein kinase’) is upregulated in Ga. 12–3-22 (W) and downregulated in Ga. 6–1-269 (S) and is homologous to Arabidopsis *HPCA1* (*AT5G49760*). *HPCA1* is a gene involved in hydrogen peroxide (H_2_O_2_) perception, and H_2_O_2_ has vital roles in lignin polymerization and abscission [48, 51].

**Table 1:** Genes that display opposite regulation across Ga. 12–3-22 (W) and Ga. 6–1-269 (S) with a log_2_FC ≥ 1 and a *p*-value ≤ 0.05

**Ensembl gene ID**	**Putative ATH orthologue**	**NCBI protein ID**	**Ga. 6–1-269 (S)** f**old change (log**_**2**_**)**	**Ga. 12–3-22 (W)** f**old change (log**_**2**_**)**	**Gene annotation**
*Upregulated in Ga. 12–3-22 and downregulated in Ga. 6–1-269*					
*VIT_18S0001G12900*	*AT1G19640.1*	XP_002281579.1	−4.12	2.02	jasmonate O-methyltransferase
*VIT_00S0372G00070*	*AT1G61680.1*	NP_001267895.1	−4.03	2.11	(3S,6E)-nerolidol synthase / Nerolidol synthase
*VIT_10S0003G05420*	*AT2G34790.1*	XP_002268361.1	−3.95	2.14	berberine bridge enzyme-like 15
*VIT_09S0002G05810*	*AT1G15460.1*	XP_010654729.1	−3.83	2.76	boron transporter 4
*VIT_11S0016G04920*	*AT1G52820.1*	XP_002285052.1	−3.71	8.29	early nodulin-93-like
*VIT_14S0068G01760*	*AT3G01980.3*	XP_002271350.1	−3.18	1.51	levodione reductase
*VIT_00S0266G00010*	*AT1G61680.1*	NP_001268060.1	−2.98	1.55	(3S,6E)-nerolidol synthase / Nerolidol synthase
*VIT_02S0012G00530*	*AT2G35390.2*	XP_002282232.1	−2.82	1.03	ribose-phosphate pyrophosphokinase 1 isoform X1
*VIT_02S0025G01940*	*AT4G23990.1*	XP_002264341.2	−2.76	2.32	cellulose synthase-like protein G3
*VIT_04S0008G04920*	*AT1G52820.1*	XP_002284931.1	−2.74	1.58	probable 2-oxoglutarate-dependent dioxygenase AOP1
*VIT_15S0021G00330*	*AT1G32450.1*	XP_002265725.3	−2.45	3.43	protein NRT1/ PTR FAMILY 7.3
*VIT_15S0048G01590*	*AT2G45550.1*	XP_002276094.1	−2.18	1.48	cytochrome P450 76 T24-like
*VIT_05S0049G02240*	*AT3G11480.1*	XP_002285517.1	−1.88	2.14	membrane protein PM19L
*VIT_14S0060G02340*	*AT5G28540.1*	NP_001290009.1	−1.83	3.04	heat shock 70 kDa protein BIP1-like
*VIT_02S0025G02560*	*AT1G64660.1*	XP_002280162.1	−1.74	1.30	methionine gamma-lyase
*VIT_16S0100G00290*	*AT5G51970.1*	XP_010662490.1	−1.70	1.50	L-idonate 5-dehydrogenase isoform X1
*VIT_02S0154G00480*	*AT4G25200.1*	XP_002270632.1	−1.61	2.10	“small heat shock protein
*VIT_00S0779G00010*	*AT4G38060.3*	XP_003635478.1	−1.59	1.25	Uncharacterized
*VIT_08S0007G01030*	*AT2G37770.2*	XP_002272909.1	−1.45	1.99	“NADPH-dependent aldo-keto reductase
*VIT_04S0023G02240*	*AT1G04560.1*	XP_002263018.1	−1.43	1.28	salicylate carboxymethyltransferase-like isoform X2
*VIT_08S0105G00430*	*AT5G05580.1*	XP_002264350.1	−1.31	1.41	“omega-3 fatty acid desaturase
*VIT_13S0019G02820*	*AT1G53540.1*	XP_002281285.1	−1.28	1.90	18.2 kDa class I heat shock protein
*VIT_11S0016G05010*	*AT1G80160.3*	XP_002285087.1	−1.26	2.13	metallothiol transferase FosB-like
*VIT_07S0151G00800*	*AT3G22550.1*	XP_003632307.1	−1.08	1.57	protein MARD1-like
*Downregulated in Ga. 12–3-22 and upregulated in Ga. 6–1-269*					
*VIT_07S0129G00330*	*AT4G37540.1*	XP_002284296.1	1.03	−1.30	LOB domain-containing protein 38
*VIT_08S0007G01050*	*AT2G37770.2*	XP_010654238.1	1.12	−1.53	“NADPH-dependent aldo-keto reductase
*VIT_18S0157G00180*	*AT4G39460.2*	XP_010665070.1	1.12	−2.60	“S-adenosylmethionine carrier 1
*VIT_17S0000G01110*	*AT5G50740.3*	XP_002284075.1	1.34	−2.91	heavy metal-associated isoprenylated plant protein 7
*VIT_12S0035G02090*	*AT5G49760.1*	XP_019079160.1	1.42	−1.54	probable leucine-rich repeat receptor-like protein kinase
*VIT_12S0028G03270*	*AT5G44210.1*	XP_002276215.1	1.47	−1.68	ethylene-responsive transcription factor 4
*VIT_01S0011G03110*	*AT1G25550.1*	XP_003631224.1	1.85	−1.97	myb family transcription factor EFM
*VIT_05S0049G00930*	*AT5G43360.1*	XP_002281264.1	2.07	−1.71	probable inorganic phosphate transporter 1–3
*VIT_00S0317G00110*	*AT2G39420.1*	XP_002282295.1	2.19	−1.30	caffeoylshikimate esterase isoform X1
*VIT_01S0026G00880*	*AT5G44210.1*	XP_003631291.1	2.80	−1.72	protein JINGUBANG
*VIT_01S0011G03400*	*AT1G68570.1*	XP_010647749.1	2.95	−1.33	protein NRT1/ PTR FAMILY 3.1
*VIT_01S0026G01490*	*AT1G69870.1*	XP_002269340.1	9.72	−4.09	protein NRT1/ PTR FAMILY 2.13

To validate the RNA-seq results, we performed RT-qPCR using 20 genes identified from the RNA-seq dataset. These 20 genes fall into one of three categories. The first 10 genes are oppositely regulated across Ga. 12–3-22 (W) and Ga. 6–1-269 (S) and were selected from the 36 genes listed in Table 1. The second category consists of five genes uniquely upregulated in Ga. 6–1-269 (S) but not significantly expressed in Ga. 12–3-22 (W). The final category consists of five genes uniquely upregulated in Ga. 12–3-22 (W) but not significantly expressed in Ga. 6–1-269 (S). In addition to the criteria for each category, genes were selected based on their high log_2_FC differences across genotypes or because they belong to pathways and/or gene families with previously reported involvement in abscission. The selected genes in their respective categories and corresponding primers are shown in Table S6. Following RT-qPCR, we calculated the log_2_FC of the transcripts obtained from the pea-size stage to maturity and compared it to the log_2_FC obtained from RNA-seq. We found that the log_2_FC from the RT-qPCR data resembled that of the RNA-seq data (Fig. S7).

To further validate that these genes exhibited expression localized to AZ regions, we used the eFPs generated by the University of Toronto’s Bio-Analytic Resource for Plant Biology online database (BAR.utoronto.ca). This resource uses publicly available expression data to temporally predict tissue-specific expression. Here we used the 20 genes previously identified for RT-qPCR validation to examine tissue-specific expression of the genes in *V. vinifera*. Pictographs showing the tissue-specific expression of these 20 genes are shown in Figs S8 , S9, and S10. We found that the expression of the 20 genes studied thus far were predominantly localized to plant regions with abscission or dehiscence zones, such as the rachis, floral organs, siliques, and leaves (Fig. S8, S9, S10).

### The *cad9* loss-of-function mutant displays delayed floral organ abscission

To functionally validate select genes for their role in abscission, we conducted a loss-of-function mutant analysis in Arabidopsis. From the 20 grape genes previously analyzed using RT-qPCR and eFP analysis, five genes were selected based on their predicted expression localization to AZ-containing tissues, such as the rachis, floral tissue, or stem. The predicted tissue-specific expression values of these five genes are shown in Fig. 4. These genes include one hormone-related gene *VIT_04S0023G00320* (‘auxin efflux carrier component 5’, *VvPIN5*), a plant and pathogen interaction gene, *VIT_04S0008G05750* (‘WRKY18-like’ or *VvWRKY18*), and gene encoding a MYB-Family TF *VIT_01S0011G03730* (‘MYB62-like’, *VvMYB62*). These genes all display expression localization to the grape rachis (Fig. 4A–C). The last two genes are involved in the phenylpropanoid biosynthesis process, *VIT_18S0001G14910* (‘probable cinnamyl alcohol dehydrogenase 6’, *VvCAD6*) and *VIT_13S0019G05260* (‘4-coumarate–CoA ligase-like 5’, *Vv4CL5*). These genes are localized to the floral organs and stem tissues, respectively (Fig. 4D–E). Further, these genes were selected because the loss-of-function mutant seeds of their orthologues in *A. thaliana* were available through the Arabidopsis Biological Research Center (ABRC, Columbus, OH). To perform the loss-of-function mutant analysis, the closest Arabidopsis orthologue of each gene above was determined using NCBI BLAST and Arabidopsis mutants generated by T-DNA insertion were ordered through the ABRC. All seeds ordered were homozygous for the insertion to ensure the stable integration and inheritance of the transgene. Table S7 contains all information about the Arabidopsis genes targeted in this mutant analysis, including their *Vitis* homologue, ABRC identifier, and expression across Ga. 12–3-22 (W) and Ga. 6–1-269 (S).

**Figure 4:**
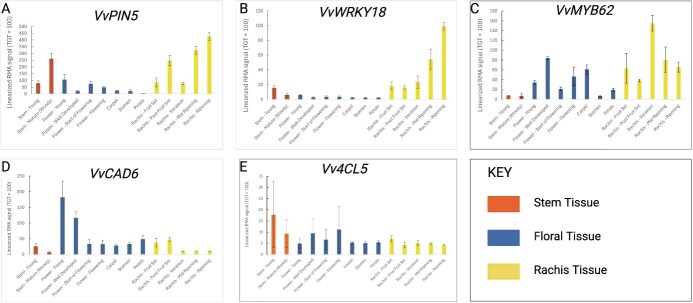
Linearized temporal and tissue-specific (stem, flower, and rachis) expression values based on data collected by Fasoli et al. [52] for (A) *VIT_04S0023G00320* (*VvPIN5*), (B) *VIT_04S0008G05750* (*VvWRKY18*), (C) *VIT_01S0011G03730* (*VvMYB62*), (D) *VIT_18S0001G14910* (*VvCAD6*), and (E) *VIT_13S0019G05260* (*Vv4CL5*). Figure created with BioRender.com.

Flower and silique development in Arabidopsis follow a distinct pattern that can be denoted with position numbers [53]. Figure 5A shows where these positions are located, with positions 1 through 10 denoted by ‘P1’ through ‘P10’. In this system, the youngest organs are located at P1, and the position number increases with increasing maturity. Arabidopsis do not typically abscise their leaves or siliques, but they do abscise their floral organs (petals, sepals, and anthers) [54]. Therefore, to determine if the selected mutants experienced abscission deficient or accelerated abscission phenotypes, we measured the time required for each mutant to shed its floral organs according to floral and silique positioning. When compared to the Columbia (Col-0) wild-type plants, four of the five genotypes abscised their floral organs similar to the control group at position 5 or 6 after 6 weeks of growth (Fig. 5B). Plants with mutations to the *CINNAMYL ALCOHOL DEHYDROGENASE 9* (*CAD9*) gene were the only mutants with significant defects in floral organ abscission. The *CAD9* gene is the closest Arabidopsis homolog of *VIT_18S0001G14910* (‘probable cinnamyl alcohol dehydrogenase 6’, *VvCAD6*), a gene that displayed high upregulation in the weakly attached genotype, Ga. 12–3-22 (log_2_FC = 7.7) but was not significantly upregulated or downregulated in Ga. 6–1-269. The *cad9* mutants maintained their floral organs until siliques were between position 9 and position 13 (Fig. 5C). The *cad9* mutants also show reduced silique development, where siliques fail to elongate and exhibit reduced seed development (Fig. 5D).

**Figure 5:**
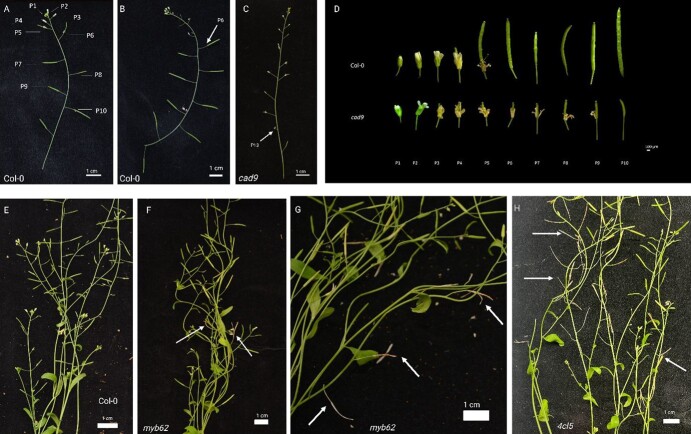
Functional validation of candidate genes in *A. thaliana* by loss-of-function mutation. (A) Floral organ positioning in Col-0 wild-type plant. (B) Floral organ positioning in the wild-type Col-0. The arrow indicates P6 where floral organs start to abscise. (C) Floral organ and silique positioning on *cad9.* The arrow indicates P13, the last position that retains its floral organs. (D) Microscope images of siliques and floral organ abscission behavior across floral position in wild-type (Col-0) and loss-of-function mutant *cad9*. (E) Wild-type Col-0 plant, 6 weeks after germination. (F) *myb62* mutant 6 weeks after germination. The arrows point to senesced siliques. (G) Senesced siliques on *myb62* mutant. (H) *4cl5* mutant 6 weeks after germination. The arrows point to senesced siliques. Figure created with BioRender.com.

In the Arabidopsis with mutations to *MYB62 (AT1G68320)*, the orthologue of *VIT_01S0011G03730* (*VvMYB62*), and *4CL5 (AT1G20480)*, the orthologue of *VIT_13S0019G05260* (*Vv4CL5*), we observed accelerated senescence of silique tissue and accelerated seed dehiscence when compared to the Col-0 wild type, suggesting these genes might play distinct roles in grape AZ development (Fig. 5A–H). The plants with mutations to *WRKY18* (*AT2G25000*), the orthologue of *VIT_04S0008G05750* (*VvWRKY18*), and *PIN5* (*AT5G16530*), the orthologue of *VIT_04S0023G00320* (*VvPIN5*), did not display noticeable abscission defective or accelerated phenotypes.

## Discussion

Muscadine production has faced limitations in market reach due to the high costs associated with manual harvesting. The potential solution lies in implementing mechanical harvesting, a method dependent on fruit that easily detach from their pedicels. To date, only one study has assessed muscadine cultivar suitability for mechanical harvest. The study by Balerdi and Mortenson (1973) assessed muscadine FDF of mature fruit from 24 cultivars. However, their study only compared FDF of mature fruit to fruit weight and a suitability rating for marketing [9]. Our study uniquely assessed the FDF of muscadines across four developmental stages and drew comparisons between FDF and fruit and pedicel characteristics. Further, this is the first study to examine muscadine abscission at the molecular level.

We found that FDF varied widely across developmental stage and across genotype. FDF tended to peak early in development and was consistently lowest at maturity. Similar results were observed in a 2016 study looking at FDF of sour cherry, where it was found that FDF gradually decreased throughout development, similar to the genotypes seen in Fig. 1C–F [55]. Another study looking at FDF throughout development in Tabasco pepper observed a similar FDF pattern to the genotypes in Fig. 1K–T, where FDF is highest in the middle stages of development [56].

As a quantitative tool for measuring abscission, we expected FDF to closely follow the stages of abscission. Since AZ dissolution is the last stage of abscission, it was expected that fruit would have the lowest FDF at maturity. However, the vast differences observed in peak FDF across genotype were unexpected. There are a limited number of studies looking at FDF throughout development and across multiple genotypes in any horticultural crop, so there is no well-accepted explanation for this. However, the differences observed in tissue breakdown at the pedicel–fruit junction (Fig. S3) suggest that the rate of AZ breakdown differs widely across genotype. We observed that genotypes with lower FDF at maturity experienced a higher degree of tissue breakdown between the fruit and the pedicel, likely contributing to their low FDF (Fig. S3). Fruit with high FDF exhibited less tissue breakdown and maintained their vascular bundles, hence maintaining the heavily lignified xylem at maturity. This was further observed using SEM (Fig. 2C–D). Lignin is a tensile biopolymer that enhances plant cell wall rigidity [57]. Maintaining these vascular bundles at the pedicel–fruit junction is likely a key contributor to higher FDFs in these genotypes. Further, it is possible that larger fruit tend to have higher FDFs because of more extensive vascular networks.

Notably, these results provide promise for the deployment of mechanical harvest in muscadine even though they typically exhibit uneven ripening and require multiple harvests [58]. Large differentials between FDF in young and mature fruit can facilitate multiple harvests more easily by selectively harvesting mature fruit. Fruit that experience large differences in FDF between veraison and maturity, such as ‘Granny Val’, ‘Supreme’, ‘Alachua’, and ‘Triumph’ (Fig. 1Q–T), are good candidates for machine harvesting when looking to optimize yields through multiple selective harvests.

At the molecular level, differential gene expression analysis showed significant enrichment of genes involved in zeatin biosynthesis and cutin, suberin, and wax biosynthesis across both genotypes (Fig. 3F). Zeatin is a type of cytokinin, which is a large family of signaling molecules necessary for regulating plant growth and development [59]. Zeatin is one of the most active and abundant cytokinins present in plants; therefore, its significant enrichment across genotypes could be related to plant growth and development rather than abscission. However, previous research suggests that cytokinins play a role in the negative regulation of abscission [13]. The common enrichment of this pathway might suggest a common involvement of cytokinins in abscission. Similarly, the high enrichment of cutin, suberin, and wax biosynthesis genes (Fig. 3F) is likely due to the natural accumulation of wax on the fruit and pedicel surface throughout development [60]. However, the relationships between these pathways in the muscadine abscission process must be investigated further.

Other pathways showing differences in enrichment include alpha-linolenic acid metabolism, plant and pathogen interaction, and plant hormone signal transduction. Alpha-linolenic acid is an unsaturated fatty acid involved in the biosynthesis of plant antioxidants and JA [61]. One gene in this pathway, *VIT_18S0001G12900* (‘jasmonate O-methyltransferase’, *VvJMT*), displays significant downregulation in Ga. 6–1-269 (S) but is upregulated in Ga. 12–3-22 (W). A study by Fidelibus et al. (2022) reveals that exogenous JA application rapidly induces grape fruit abscission [62]. Upregulation of jasmonate O-methyltransferase in Ga. 12–3-22 (W) may result in increased JA biosynthesis, which likely induces the expression of genes encoding other signaling molecules such as ETH or cell wall-degrading enzymes.

TF analysis identified several key transcription factor families with possible roles as regulators of abscission in grape. Among the families identified, bHLH, ERF, and the MYB TF families were the most highly represented. The bHLH TFs make up a large group of TFs that regulate numerous developmental processes and stress responses [63]. In several cases, bHLH TFs regulate stress responses through the activation of JA and ETH signaling pathways [64, 65]. It is possible that the bHLH TFs have a dual role in stress response and abscission activation through the mediation of JA and ETH signaling. The bHLH transcription factor, MebHLH18, was shown to play a role in cassava leaf abscission during low-temperature stress. Increased expression of *MebHLH18* resulted in increased peroxidase (POD) activity, thus decreasing reactive oxygen species (ROS) activity and leaf abscission rates [66]. The higher abundance of bHLH TFs showing significant upregulation and downregulation across genotypes suggest that bHLH TFs play regulatory roles during abscission, possibly through altering ROS levels in the AZ or through hormone transduction.

Additionally, in both genotypes we see a greater number of genes encoding ERF TFs upregulated at the time of maturity, revealing a key role of ETH in muscadine fruit abscission in the later stages of development. Interestingly, *VvERF4* (*VIT_212S0028G03270*), is one of the only genes encoding an ERF TF displaying opposite regulation across the selected genotypes, with upregulated expression in Ga. 6–1-269 (S) and downregulated expression in Ga. 12–3-22 (W) (Table 1). While the involvement of *ERF4* in abscission has yet to be characterized, in watermelon, it was shown that *ClERF4* is a causative gene responsible for rind hardness [67]. Liao et al. (2020) found that *ClERF4* is a member of the Group IIId ERFs. The Arabidopsis members in Group IIId ERFs include *AtERF038*, *AtERF039*, *AtERF034*, and *AtERF035,* which were shown to be positive transcriptional regulators of genes related to primary cell wall biosynthesis [67, 68]. Upregulation of this gene in the strongly attached genotype may contribute to the increased expression of cell wall-modulating enzymes, including those involved in lignin and cellulose biosynthesis, thus establishing a stronger connection at the pedicel–fruit junction and contributing to higher FDFs at maturity. Currently, high doses of ethephon can induce the abscission of mature grapes within 1–2 weeks of treatment. However, exceeding 1000 ppm are needed, which leaves ethephon residues on grapes. This is already a concern for regulatory agencies, so identifying and targeting key ERF genes during grape breeding could benefit the grape industry [62].

**Figure 6:**
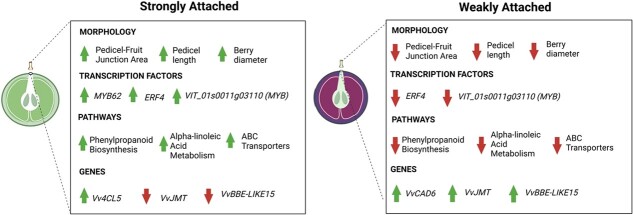
Schematic diagram of key findings, including morphological features, TFs, pathways, and candidate genes predicted to influence abscission and fruit detachment. Results are split into two categories: strongly attached genotype (left) and weakly attached genotype (right). Arrows indicate increase (upright arrow) or decrease (downward facing arrow) in size for morphology, upregulation (upright arrow) or downregulation (downward facing arrow) for transcription factors and genes, and higher (upright arrow) versus lower (downward facing arrow) enrichment for pathways. Figure created with BioRender.com.

Following the RNA-seq analysis, *VIT_18s0001g14910* (‘Cinnamyl alcohol dehydrogenase 6’, *VvCAD6*) was identified as a possible candidate gene in the abscission process based on its differential gene regulation across Ga. 12–3-22 (W) and Ga. 6–1-269 (S). Arabidopsis with mutations to *CAD9*, the closest Arabidopsis homolog of *VvCAD6*, exhibited defective floral organ abscission, strongly suggesting its role in the abscission process (Fig. 5C–D). *CAD9* is a member of the cinnamyl alcohol dehydrogenase family, which typically catalyzes the last steps of monolignol biosynthesis. The role of lignin in the abscission process is debated. This is likely because the cellular processes that occur proximal (fruit side) to the AZ are well understood, while the processes occurring in distal regions (pedicel side) are not [69]. Since the RNA-seq analysis performed in this study used pedicel tissue (distal side of the AZ) it offered a unique perspective of abscission, allowing us to identify the *CAD9* gene and other genes related to lignin biosynthesis that are exclusively expressed in the distal regions of the AZ. Lignin deposition typically occurs in these distal regions and is thought to be involved in forming the AZ scar at the separation site that protects the plant from pathogen attacks following abscission [13]. Merelo et al. (2017) suggested that lignin deposition in citrus may form a fracture layer that aids abscission [28]. However, Lee et al. (2018) found that in Arabidopsis floral organs, lignin acts as a brace that restricts the diffusion of cell wall-degrading enzymes to specific sites within the proximal side (floral side) of the AZ [48]. Therefore, a higher concentration of hydrolytic enzymes facilitates organ separation in these regions. In Arabidopsis mutants with disrupted lignin biosynthesis pathways, the failure to produce lignin results in the uncontrolled diffusion of cell wall-degrading enzymes, leading to delayed and irregular floral organ abscission.

In this study, we found that *VvCAD6* was significantly upregulated in the weakly attached cultivar, but significant expression was not detected in the strongly attached cultivar. The upregulation of *VvCAD6* in the weakly attached cultivar may contribute to forming a lignin fracture layer that aids abscission. Further, its upregulation may contribute to the formation of a lignin brace that directs cell wall-degrading enzymes to separation sites within this AZ, thus resulting in more efficient abscission. Recently, Li et al. (2023) identified *CAD9* as a negative regulator of *OVULE ACTIVATING FACTOR* (*OAF*) during ovule development in Arabidopsis [70]. However, the exact mechanisms of *CAD9* regulation were not characterized in detail. It is possible that *CAD9* similarly functions upstream of genes associated with Arabidopsis floral organ abscission.

*4CL5* is a gene in the 4-Coumarate:CoA ligase (4CL) family, which is also involved in the lignin biosynthesis process by encoding enzymes that catalyze the formation of CoA esters [71]. While there is limited research associated with *4CL5*, its orthologue, *VIT_13S0019G05260* (*Vv4CL5*), was highly upregulated in Ga. 6–1-269 (S) and was not significantly detected in the weakly attached genotype, Ga. 12–3-22. Therefore, the accelerated silique senescence and seed dehiscence observed in the *4CL5* mutant and high upregulation of *VIT_13S0019G05260* in the strongly attached genotype strongly suggest that this gene has a role in the negative regulation of abscission.

Our Arabidopsis mutant analysis also revealed that mutations to *MYB62* (*AT1G68320*), the Arabidopsis orthologue of *VIT_01S0011G03730* (*VvMYB62*), resulted in accelerated silique senescence and seed dehiscence compared to wild-type plants. In Arabidopsis, the genetic mechanisms regulating fruit (silique) and seed dehiscence are highly conserved [72]. Therefore, *MYB62* and *4CL5* may be involved in genetic networks that commonly regulate seed dehiscence and fruit abscission since we initially detected their expression in the fruit pedicel. *MYB62* is a gene encoding a MYB family TF that is widely known for its role in regulating GA biosynthesis in response to environmental stress [73]. Notably, a study by Liao et al. (2016) found that *MeMYB62* was highly expressed during ethylene-induced abscission of cassava leaf, suggesting its potential role in the abscission process [74]. Therefore, *VvMYB62*, which was highly upregulated in Ga. 12–3-22 (W) (log_2_FC = 8.46) but not significantly detected in Ga. 6–1-269 (S), may be similarly involved in muscadine abscission.

Our results provide valuable insights into the progression of abscission in muscadine; however, several of the study’s limitations need to be acknowledged. While the mature fruit (Stage 4) showed low variability in FDF across replicates in each genotype, the earliest stages (Stage 1 and 2) showed moderate variability across replicates, and veraison (Stage 3) showed the highest variability (Fig. S11). Veraison is the onset of ripening, and the dramatic changes occurring in the fruit’s internal environment likely influence the FDF; hence, prospective studies may consider increasing their sample sizes at variable growth stages and assessing maturity standards other than grape size and color, such as total soluble solids (TSS), fruit firmness, and the maturity index (TSS/titratable acidity (TA) ratio) in conjunction with FDF. Since abscission is a complex and stage-specific process, understanding how differing degrees of fruit maturity coincide with AZ separation is vital for determining the optimal harvesting time.

Moreover, mechanical harvesting exerts significant physical stress on the pedicel–fruit junction, increasing the likelihood of skin splitting and tearing in this region. Such mechanical damage renders the fruit unusable by promoting decay through entry points for pests and pathogens and enabling water loss [75]. However, this damage can be mitigated through the development of a dry stem scar, which forms when an abscission layer remains on the fruit after detachment from the pedicel [76, 77].

This study did not evaluate the physical development of stem scars across the genotypes assessed. However, dry scar development is essential for the successful marketing of fresh market muscadine. Future research should investigate the potential for stem scar development in genotypes with low FDF before implementing mechanical harvesting.

## Conclusion

This study looks deeply at the physical and molecular alterations occurring throughout development at the pedicel–fruit junction of muscadine. The FDF study demonstrates that the abscission process and AZ development likely occur at different rates in a genotype and developmental stage-dependent manner. This study also identifies physical features of muscadine fruit and pedicels that likely contribute to muscadine detachment force, including pedicel–fruit junction area, pedicel length, and fruit diameter that can be targets of muscadine breeding programs. Further, we offer several candidate genes, pathways, and TF families that can be the targets of future research related to abscission. Notably, this study reveals a key role of lignin biosynthesis and degradation in the pedicel-fruit connection. However, the role of lignin in abscission needs to be studied further due to its apparent complex roles interplaying between fruit and pedicel attachment versus detachment. Here we identify *VIT_18s0001g14910* (*VvCAD6*), *VIT_01S0011G03730* (*VvMYB62*), and *VIT_13S0019G05260* (*Vv4CL5*) for their possible roles in the muscadine abscission process. Future studies can assess the dynamics of *VvCAD6*, *Vv4CL5*, and lignin deposition in relation to abscission behavior. A summary of the key findings identified through this research is shown in Fig. 6.

This research represents a significant step forward in understanding fruit abscission, providing valuable insights that could have far-reaching implications for the cultivation and commercialization of muscadines and potentially other fruit crops. Future studies focusing on the detailed functional roles of identified genes and pathways and exploring the practical applications of this knowledge in various agricultural settings will be essential in fully harnessing the potential of these findings.

## Supplementary Material

Web_Material_uhae227

## Data Availability

The RNA-sequencing data in this paper has been deposited in the public expression repositories GEO (http://www.ncbi.nlm.nih.gov/geo, GSE259406, NCBI tracking system #24529064).

# Supplementary material for: Morphological and genetic characterization of the muscadine fruit abscission zone
**Source:** Hortic Res. 2024 Aug 9;11(10):uhae227. doi: 10.1093/hr/uhae227
**Supplement:** Web_Material_uhae227

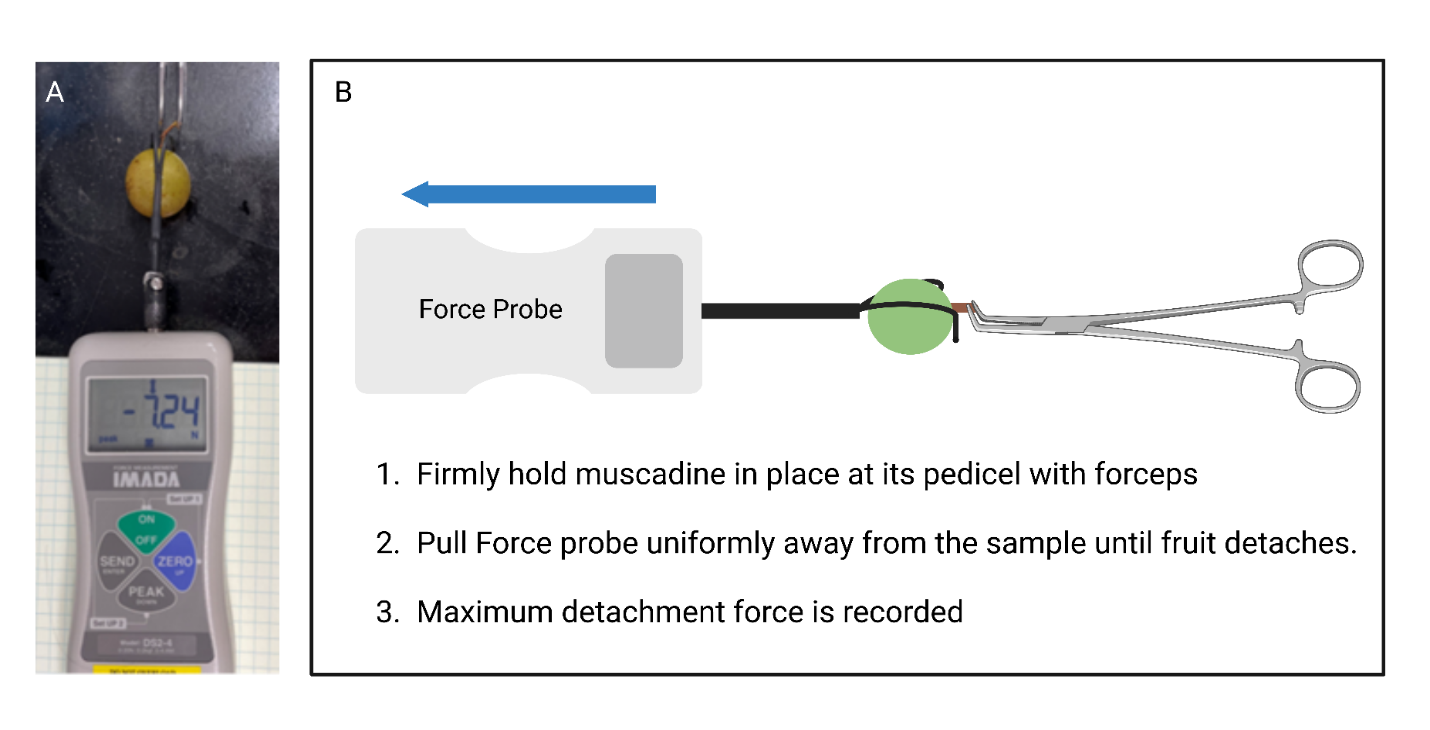

**Figure S1.** (A) IMADA force probe used in FDF experiments with proper set-up. (B) Diagram demonstrating technique for determining FDF.

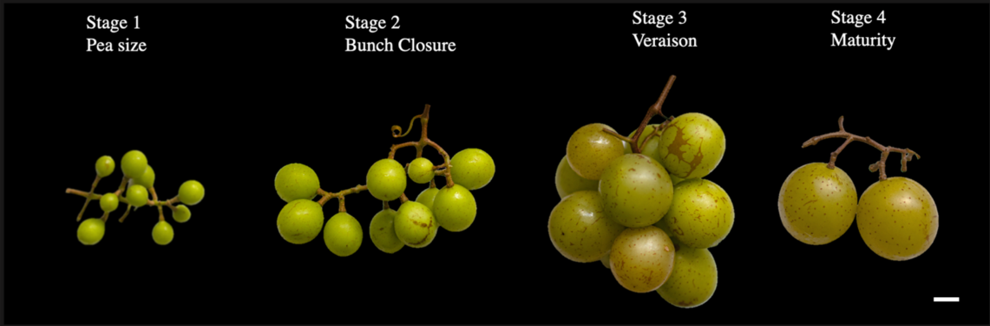

**Figure S2**. Muscadine berry developmental stages derived from Keller (2010). The scale bar is 1 cm.

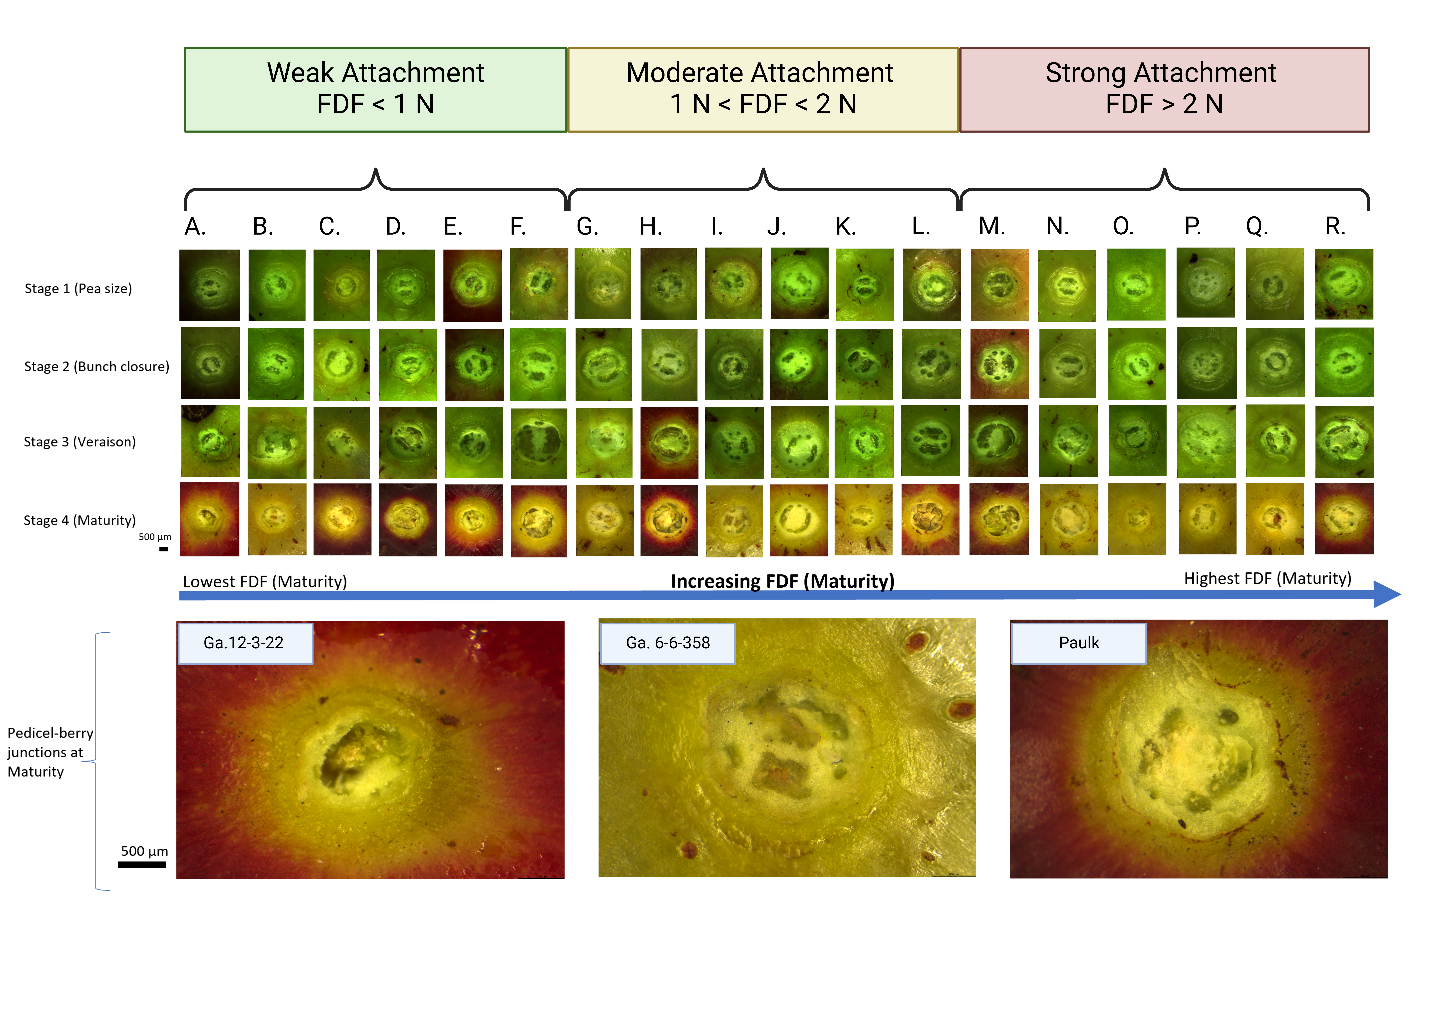

**Figure S3.** Light microscope images of tissue breakdown at the fruit-pedicel junction for all eighteen genotypes across four developmental stages. Images are ordered by increasing fruit detachment force from left to right and developmental stage from top to bottom. The genotypes are in the following order: (A) Ga. 12-3-33, (B) ‘Triumph’, (C) ‘Noble’, (D) ‘Alachua’, (E) Ga. 12-5-46, (F) Ga. 10-1-294, (G) ‘Carlos’, (H) Ga. 10-1-222, (I) Ga. 6-6-358, (J) ‘Supreme’, (K) Ga. 13-4-2, (L) Ga. 10-1-329, (M) Ga. 13-4-79, (O) ‘Granny Val’, (P) Ga. 8-1-12, (Q) Ga. 6-1-269, (R) ‘Hall’, (S) ‘Paulk’. The scale bars are 500 µm.

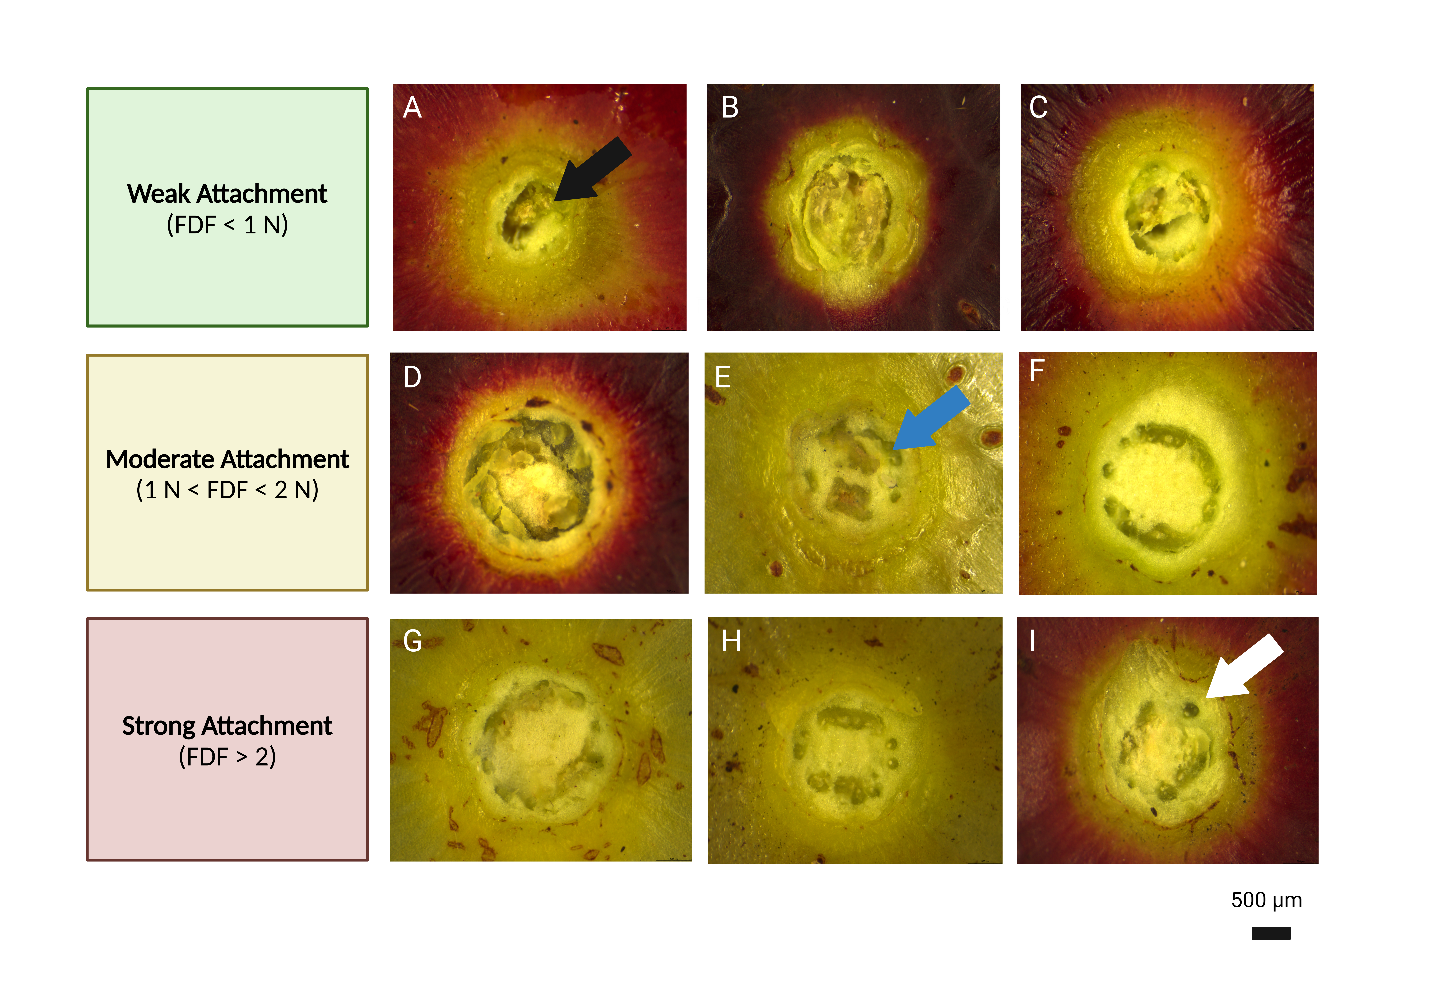

**Figure S4**. Fruit-pedicel junction across select genotypes throughout fruit development. Genotypes are ordered by increasing FDF at maturity. The genotypes displaying weak attachment (FDF < 1 N) are on the left: (A) Ga. 12-3-22, (B) ‘Alachua’, (C) Ga. 12-5-46. Genotypes displaying moderate attachment (1 N < FDF < 2 N) are in the middle: (D) Ga. 10-1-222, (E) Ga. 6-6-358, (F) ‘Supreme’. Genotypes displaying strong attachment (FDF > 2 N): (G) ‘Granny Val’, (H) Ga. 6-1-269, (I) ‘Paulk’. Rows from top to bottom are ordered by increasing developmental stage. Scale bars are 500 µm. The white arrow indicates an intact vascular bundle, the blue arrow indicates partial vascular bundle maintenance, and the black arrow indicates total vascular bundle breakdown (no vascular bundle maintenance). Figure created with BioRender.com.

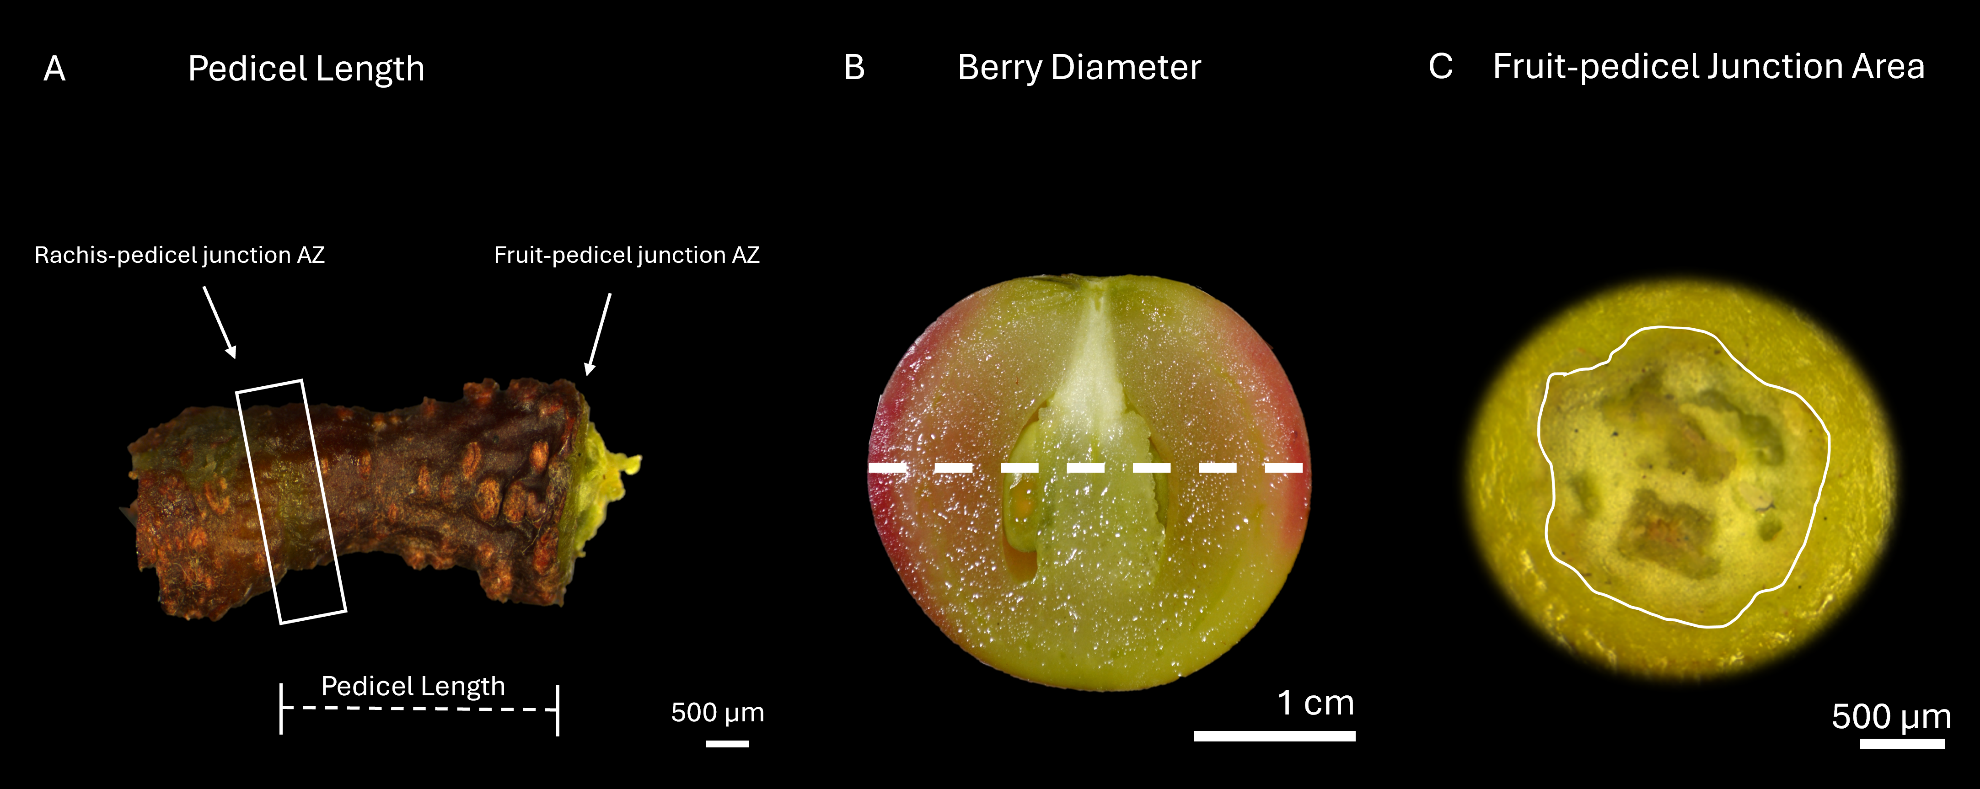

**Figure S5.** Diagram with guidelines for measuring (A) pedicel length, (B) Berry Diameter, and (C) Fruit-pedicel Junction Area.

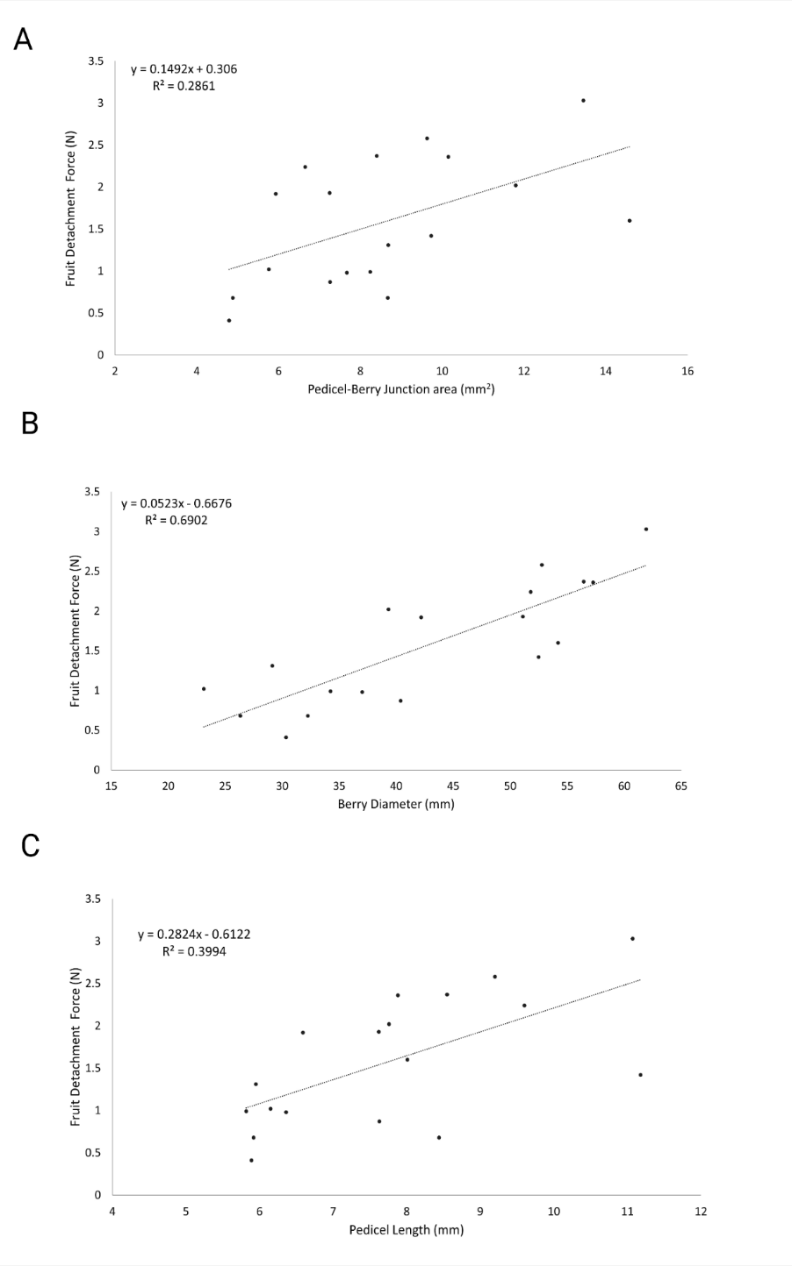

**Figure S6.** Linear regression plots comparing fruit detachment force (N) to (A) Fruit-pedicel junction area (mm^2^), p = 0.0222 (B) berry diameter (mm), p = 1.96E-05 (C) pedicel length (mm), p = 0.0049. All measurements were taken using mature, stage 4 berries (n=5).

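Each plotted point is the mean of 1 genotype, and the means and their standard errors are printed in Table S2. The correlations were computed again from these printed means for the 18 genotypes, each with a two-sided permutation test and Benjamini-Hochberg adjustment over the 3 traits. Mean FDF ran from 0.41 to 3.03 N. For the junction area, Pearson's r was 0.535 (p = 0.0227, adjusted p = 0.0227) and Spearman's rho was 0.537 (p = 0.0239). Without Supreme and Paulk, the 2 genotypes farthest from the median area, r was 0.504 (adjusted p = 0.0478). The adjusted p rose to 0.0601 without Ga. 12–3-22 (r = 0.465) and to 0.103 without Paulk (r = 0.408), and it was 0.00681 without Supreme (r = 0.638), which has the largest area. For pedicel length, r was 0.632 (p = 0.00512, adjusted p = 0.00768) and rho was 0.652 (p = 0.00419). It was 0.678 without the 2 genotypes farthest from the median length (adjusted p = 0.00796) and ranged from 0.521 to 0.762 with single genotypes left out. Fruit diameter had the highest r of the 3 traits, 0.831 (p = 3.0e-05, adjusted p = 9.0e-05), and a rho of 0.803 (p = 0.00011). Without Carlos and Paulk r was 0.808 (adjusted p = 0.0012), and with single genotypes left out it stayed between 0.796 and 0.859. The error of each mean does not enter these tests.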

**Figure S7.** RT-qPCR results as shown as the log2FC of expression from the pea-sized stage to maturity in both Ga.12-3-22 (W) and Ga. 6-1-269 (S). Expression is normalized to actin as an internal control. The Genes were selected based on their expression pattens and gene definitions. Log2FC detected through RNA-seq is shown in blue. Log2FC detected through RT-qPCR is shown in orange.

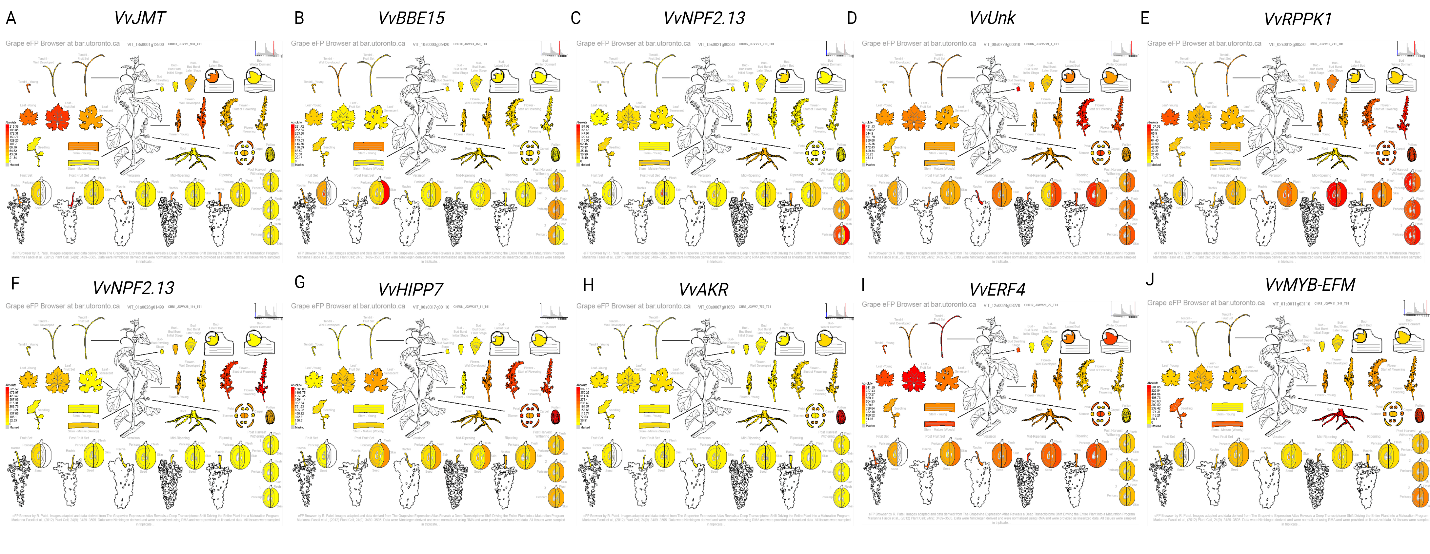

**Figure S8.** Electronic fluorescent pictographs (eFP) images showing spatial and temporal expression of genes that are oppositely regulated across the strongly and weakly attached genotypes. The eFPs are shown by gene in the following order: (A) VIT_18S0001G12900  (VvJMT) (B) VIT_10S0003G05420  (VvBBE15) , (C) VIT_15S0021G00330  (VvNPF7.3), (D) VIT_00s0779g00010 (VvUnk)), (E) VIT_02S0012G00530  (VvRPPK1), (F) VIT_01S0026G01490  (VvNPF2.13), (G) VIT_00S0317G00110  (VvHIPP7), (H) VIT_08S0007G01050  (VvAKR), (I) VIT_12S0028G03270  (VvERF4), (J) VIT_01S0011G03110  (VvMYB-EFM).

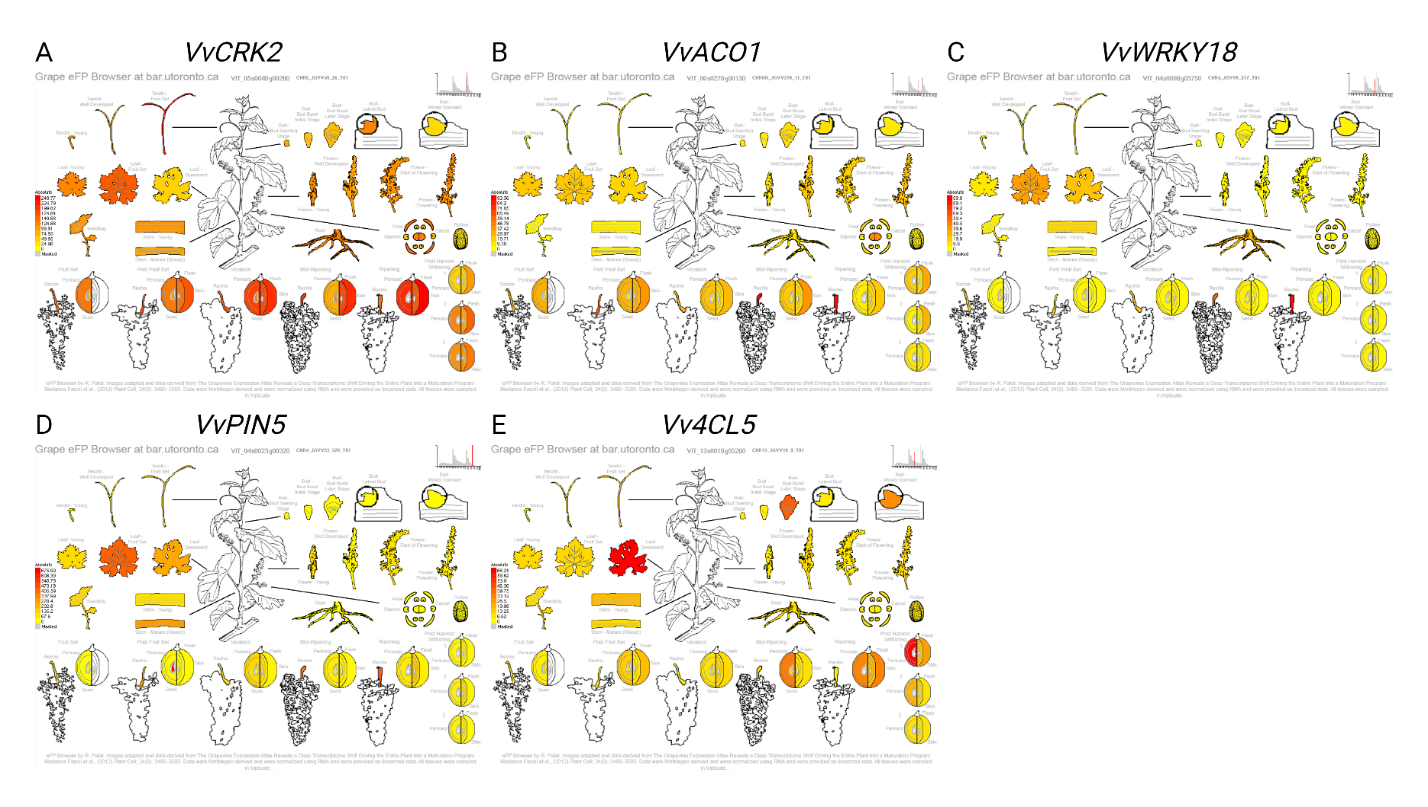

**Figure S9.** Electronic fluorescent pictographs (eFP) images showing spatial and temporal expression of genes that are up-regulated in Ga. 6-1-269 (S). The eFPs are shown by gene in the following order: (A) *VIT_05s0049g00280* (*VvCRK2*) (B) *VIT_00s0270g00130* (*VvACO1*), (C) *VIT_04S0008G05750* (*VvWRKY18*), (D) *VIT_04S0023G00320* (*VvPIN5*), (E) *VIT_13S0019G05260* (*Vv4CL5*).

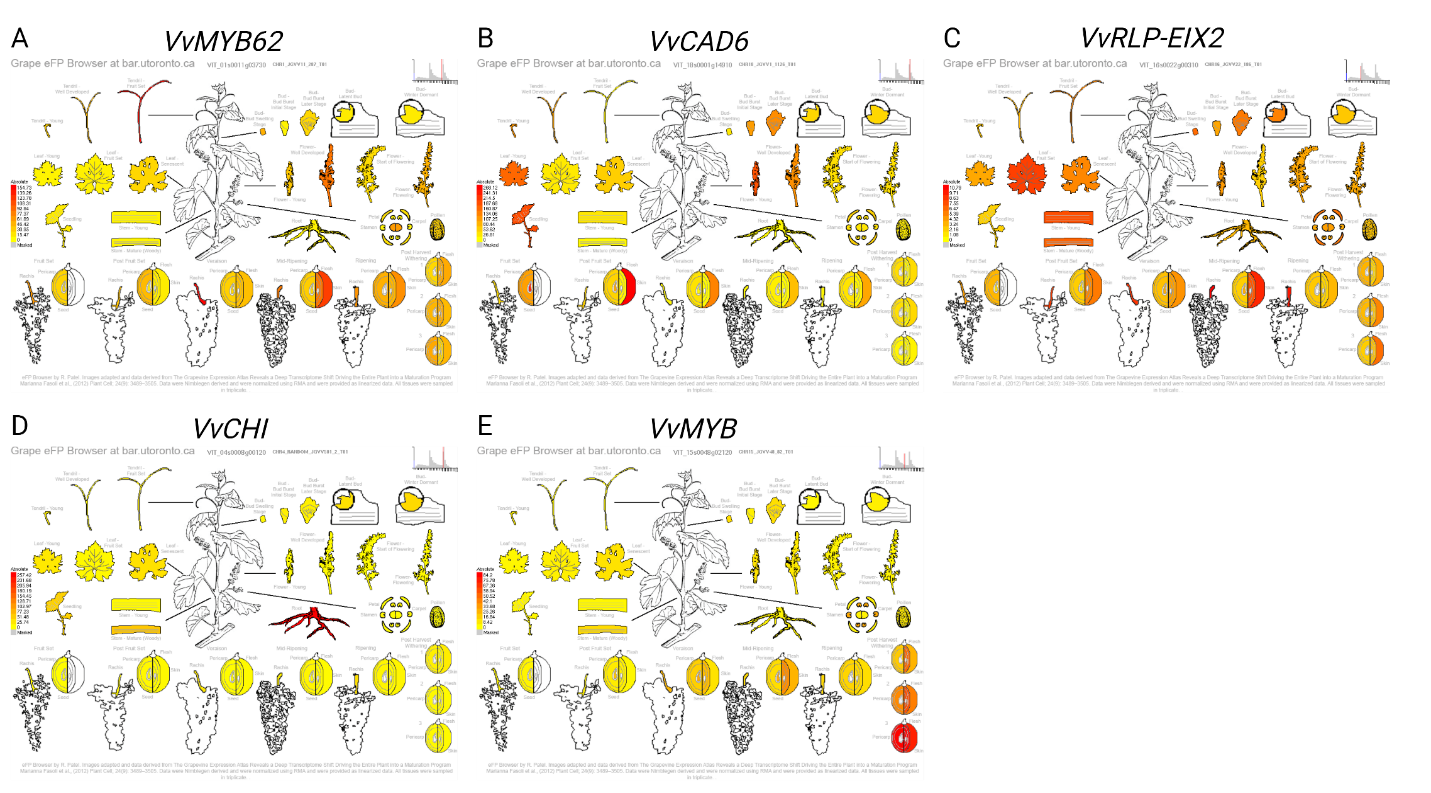

**Figure S10.** Electronic fluorescent pictographs (eFP) images showing spatial and temporal expression of genes that are up-regulated in Ga. 12-3-22 (W). The eFPs are shown by gene in the following order: (A) *VIT_01s0011g03730* (*VvMYB62*), (B) *VIT_18S0001G14910* (*VvCAD6*), (C) *VIT_16s0022g00310* (*VvRLP*-*EIX2*), (D) *VIT_04s0008g00120* (*VvCHI*), (E) *VIT_15s0048g02120* (*VvMYB*).

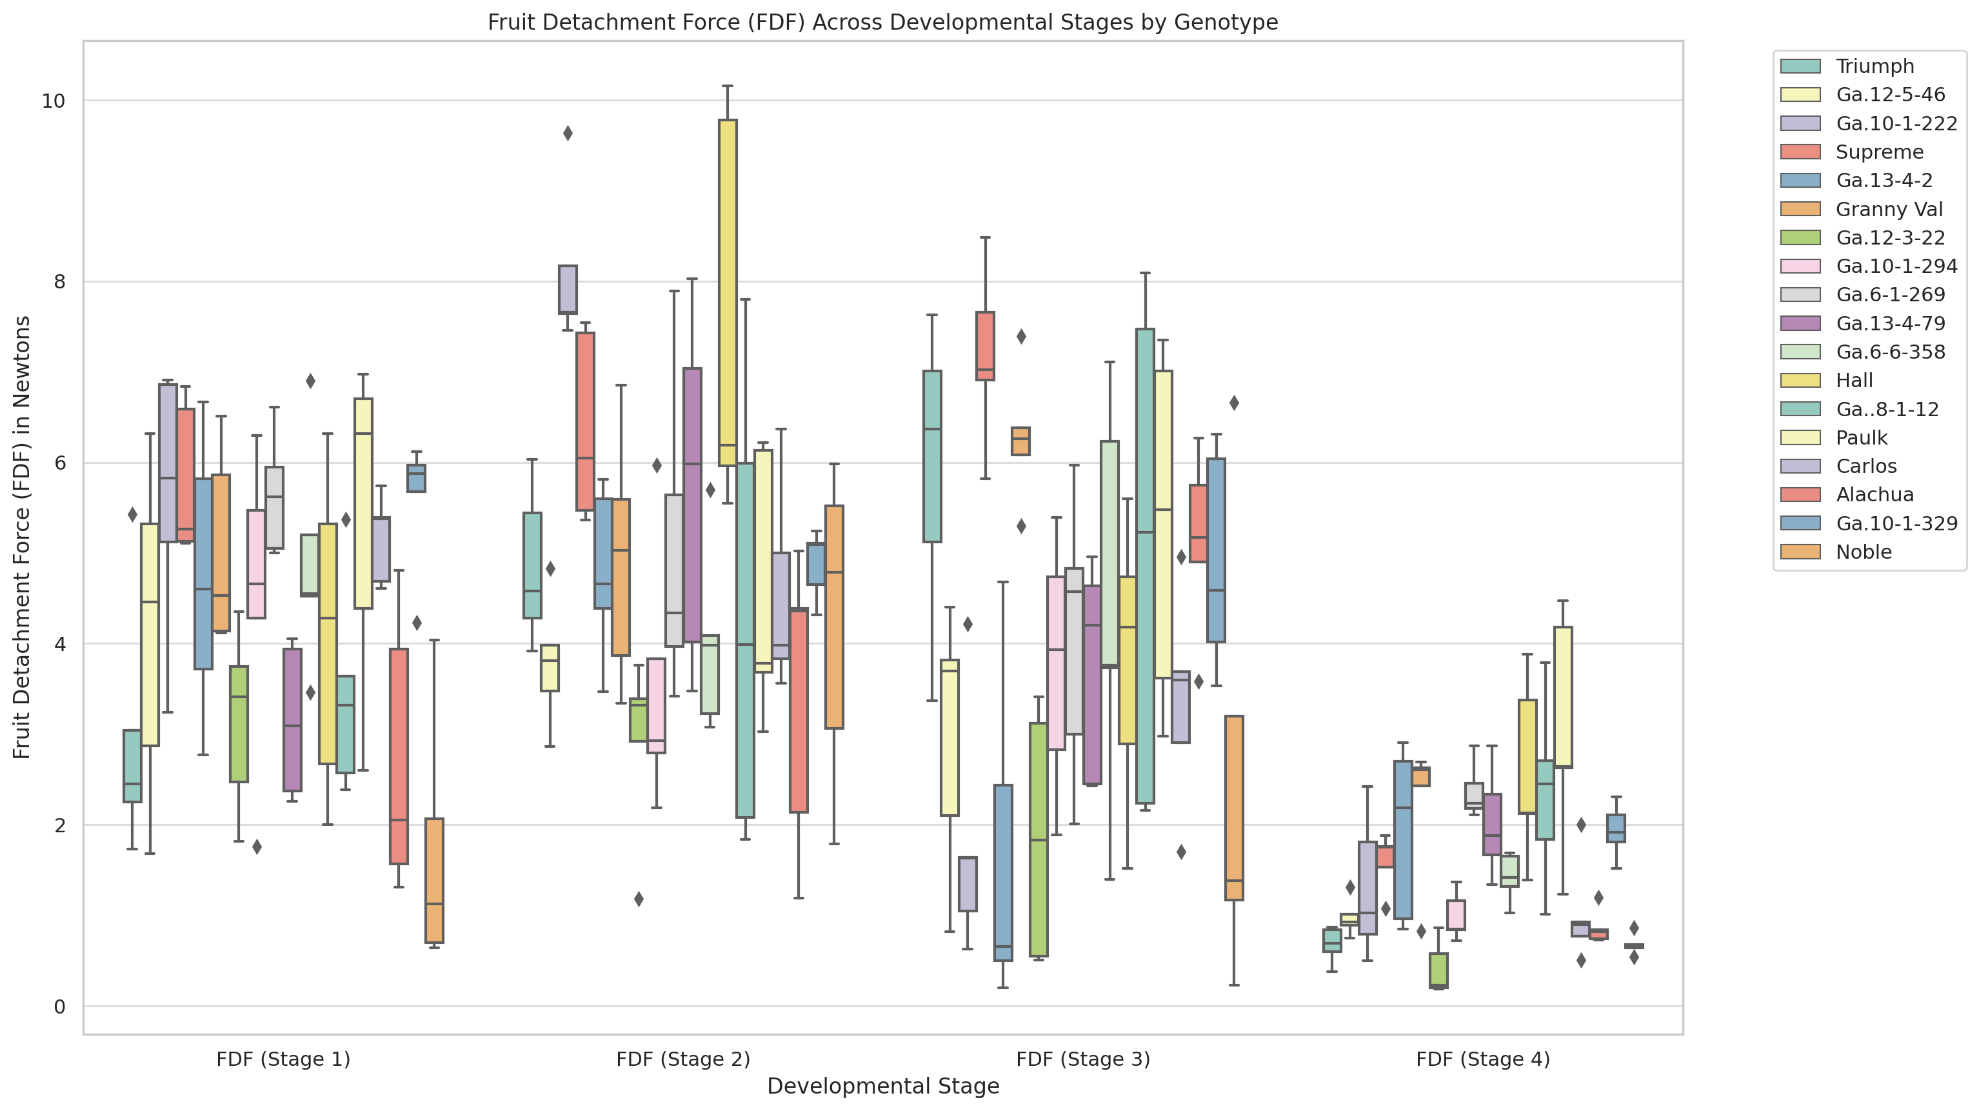

**Figure S11.** Boxplots showing the spread of Fruit Detachment Force (FDF) data for each genotype across the four developmental stages. Different color boxplots indicate different genotypes.Graph shows highest variability at Stage 3 and lowest variability at Stage 4. X-axis shows developmental stage, Y-axis shows FDF in Newtons. N=5 for each genotype and developmental stage.

**Table S1.** University of Georgia-developed varieties used in this study and their characteristics.

| **UGA Label** | **Characteristics** |
| --- | --- |
| Ga. 8-1-12 | Self-fertile bronze. |
| Ga. 6-1-269 | Self-fertile bronze. |
| Ga. 6-6-358 | Self-fertile bronze. |
| Ga. 12-3-22 | Self-fertile red. |
| Ga. 10-1-329 | Self-fertile black. |
| Ga. 12-5-46 | Self-fertile black. |
| Ga. 10-1-294 | Self-fertile black. |
| Ga. 10-1-222 | Self-fertile black. |
| Ga. 13-4-79 | Self-fertile black. |
| Ga. 13-4-2 | Self-fertile bronze. |

**Table S2.** Mean Pedicel-Fruit Junction (mm^2^), berry diameter (mm), pedicel length (mm), and fruit detachment force (N) for all eighteen genotypes at maturity. Error is shown as standard error.

| **Genotype** | **Pedicel-Fruit Junction area** | **Berry Diameter** | **Pedicel Length** | **Fruit Detachment Force** |
| --- | --- | --- | --- | --- |
|  | **(mm^2^)** | **(mm)** | **(mm)** | **(N)** |
|  |  |  |  |  |
| Ga. 12-3-22 | 4.79 ± 0.91 | 30.33 ± 1.23 | 5.89 ± 1.08 | 0.41 ± 0.30 |
| Triumph | 4.88 ± 0.74 | 26.32 ± 1.00 | 5.92 ± 1.24 | 0.68 ± 0.20 |
| Noble | 8.67 ± 0.83 | 32.24 ± 0.16 | 8.44 ± 1.00 | 0.68 ± 0.12 |
| Alachua | 7.26 ± 0.67 | 40.39 ± 2.95 | 7.63 ± 1.49 | 0.87 ± 0.19 |
| Ga. 12-5-46 | 7.67 ± 1.39 | 37.02 ± 0.74 | 6.36 ± 0.86 | 0.98 ± 0.21 |
| Ga. 10-1-294 | 8.24 ± 0.30 | 34.23 ± 1.37 | 5.82 ± 0.50 | 0.99 ± 0.27 |
| Carlos | 5.76 ± 1.96 | 23.12 ± 0.58 | 6.15 ± 0.76 | 1.02 ± 0.57 |
| Ga. 10-1-222 | 8.68 ± 1.88 | 29.13 ± 2.26 | 5.95 ± 0.78 | 1.31 ± 0.79 |
| Ga. 6-6-358 | 9.73 ± 2.23 | 52.49 ± 1.87 | 11.18 ± 1.19 | 1.42 ± 0.27 |
| Supreme | 14.58 ± 1.87 | 54.20 ± 3.07 | 8.01 ± 1.15 | 1.60 ± 0.32 |
| Ga. 13-4-2 | 5.93 ± 1.53 | 42.18 ± 2.10 | 6.59 ± 1.15 | 1.92 ± 0.97 |
| Ga. 10-1-329 | 7.25 ± 1.79 | 51.10 ± 2.26 | 7.62 ± 0.99 | 1.93 ± 0.30 |
| Ga. 13-4-79 | 11.80 ± 2 .28 | 39.31 ± 3.41 | 7.76 ± 1.01 | 2.02 ± 0.60 |
| Granny Val | 6.65 ± 1.04 | 51.79 ± 2.09 | 9.60 ± 1.05 | 2.24 ± 0.79 |
| Ga. 8-1-12 | 10.15 ± 1.65 | 57.27 ± 0.96 | 7.88 ± 1.19 | 2.36 ± 1.03 |
| Ga. 6-1-269 | 8.40 ± 1.57 | 56.44 ± 3.15 | 8.55 ± 0.86 | 2.37 ± 0.31 |
| Hall | 9.63 ± 0.92 | 52.77 ± 4.71 | 9.20 ± 0.96 | 2.58 ± 1.02 |
| Paulk | 13.45 ± 2.12 | 61.93 ± 2.30 | 11.07 ± 1.19 | 3.03 ± 1.32 |

**Table S3.** Genes that are both up-regulated or both down-regulated in Ga.12-3-22 and Ga.6-1-269 with a Log2FC ≥ 2 and a p-value ≤ 0.05.

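A table of genes changed in both genotypes is the overlap of 2 tests, so its length follows the threshold and the tool. At a log2FC of at least 2 in both genotypes and an adjusted p of at most 0.05, edgeR called 14 gene models up in both and 6 down in both. DESeq2 at these thresholds called 32 and 26, a setting chosen after seeing the data. The table itself, as the paper prints it, lists 26 genes under each heading. The column of fold changes is mature over pea-size tissue on a log2 scale, so that 1 unit is a doubling and a negative value is a fall toward maturity.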

**Table S4.** All transcription factors identified in Ga. 6-1-269 (S) and Ga.12-3-22 (W). Table is separated into up and down-regulated per genotype. Shown are the transcription factor family, the gene id, and the transcript id. Gene id and transcript id are from Ensembl plants database. Shown are transcription factors with a Log2FC ≥ 1 and a p-value ≤ 0.05 are shown.

**Table S5.** Genes encoding transcription factors from the top three represented transcription factor families: bHLH, MYB, ERF. Only genes with a Log2FC ≥ 2 and a p-value ≤ 0.05 are shown.

**Table S6.** List of genes and corresponding primers used for RT-qPCR validation of RNA-sequencing data. NS indicates that a gene was not significantly detected by RNA-sequencing. Internal control gene, *VvActin,* is listed at the bottom.

| **Gene ID** | **Log2FC Ga. 6-1-269 (S)** | **Log2FC Ga. 12-3-22 (W)** | **Gene Definition** | **Forward Primer** | | **Reverse primer** |
| --- | --- | --- | --- | --- | --- | --- |
| *Oppositely regulated* | | | | | | |
| *VIT_18S0001G12900  (VvJMT)* | -4.12 | 2.02 | jasmonate O-methyltransferase | | CCACTTCGTGCACTCTTCTT | CGCAATCTGGACTCGTCTTT |
| *VIT_10S0003G05420  (VvBBE15)* | -3.95 | 2.14 | berberine bridge enzyme-like 15 | | CCCGATGTAAAGCACTGATCT | GTGGACAGACTCCTCCAAATAAT |
| *VIT_15S0021G00330  (VvNPF7.3)* | -2.45 | 3.43 | protein NRT1/ PTR FAMILY 7.3 | | GGGAAATTGTCGCAGAAAGATG | GACTCTCCTTGTCTTCCTGTTC |
| *VIT_00s0779g00010 (VvUnk)* | -1.59 | 1.25 | uncharcterized protein | | CTCGTATCTCTTGGTGGATGTG | CATGCTCCCTCAGACCTAAAC |
| *VIT_02S0012G00530  (VvRPPK1)* | -2.82 | 1.03 | ribose-phosphate pyrophosphokinase 1 isoform X1 | | GGCAGTCCATGGGTTACTTT | CAGGTGAGACCACTACCAAATC |
| *VIT_01S0026G01490  (VvNPF2.13)* | 9.72 | -4.09 | protein NRT1/ PTR FAMILY 2.13 | | GATTGGTCGAACGAGAGAGAAG | GCTTCAGCAAAGCCCATTAG |
| *VIT_00S0317G00110  (VvHIPP7)* | 1.34 | -2.91 | heavy metal-associated isoprenylated plant protein 7 | | GTGAGCCGCCTGAGAATATAG | TCCTTCTCCAACCTTGAGTTTC |
| *VIT_08S0007G01050  (VvAKR)* | 1.12 | -1.53 | "NADPH-dependent aldo-keto reductase | | CCTTCCCAAGAGTGTACATGAG | AAGCCTTTGCTGGTGGATAG |
| *VIT_12S0028G03270  (VvERF4)* | 1.47 | -1.68 | ethylene-responsive transcription factor 4 | | GTGGCTTTCCGTTCCATTAC | CCGACAAACGCATCCAAA |
| *VIT_01S0011G03110  (VvMYB-EFM)* | 1.85 | -1.97 | myb family transcription factor EFM | | GAGGACACACCCAAGAAGATAC | GTTTCAGCCGTAGAACTGGT |
| *Up-regulated in Ga. 6-1-269 (S)* | | | | | | |
| *VIT_05s0049g00280 (VvCRK2)* | 6.17 | NS | cysteine-rich receptor-like protein kinase 2 isoform X2 | | CGCCTTTCTTTGCCGATAAC | CCAGCCACTCCTCCAATAAT |
| *VIT_00s0270g00130 (VvACO1)* | 5.25 | NS | 1-aminocyclopropane-1-carboxylate oxidase homolog 1-like | | CGCCTTTCTTTGCCGATAAC | CCAGCCACTCCTCCAATAAT |
| *VIT_04S0008G05750 (VvWRKY18)* | 9.73 | NS | WRKY transcription factor 18-like | | GCAGAGATGCATGGAGGATAG | GGGCTATCTGGTGAATATGAGG |
| *VIT_04S0023G00320 (VvPIN5)* | 10.12 | NS | auxin efflux carrier component 5 | | CTGGCTCACACTTCTGCTATT | TCCAGGCTCAACCTCTATCA |
| *VIT_13S0019G05260 (Vv4CL5)* | 6.7 | NS | 4-coumarate--CoA ligase-like 5 | | CTTCTGAGTCATCCCAGTGTTC | TCCACCTGCTCTCACTACATA |
| *Up-regulated in Ga. 12-3-22 (W)* | | | | | | |
| *VIT_01s0011g03730 (VvMYB62)* | NS | 8.46 | transcription factor MYB62-like | | CGAGTCTGATAGCAAGAGGTTC | AGCAGCAGTTGAAGAAGTAGAG |
| *VIT_18S0001G14910 (VvCAD6)* | NS | 7.72 | probable cinnamyl alcohol dehydrogenase 6 | | GCCGTCTTTCCCTCTGATATTC | TTCCACACACATCCATCATCTC |
| *VIT_16s0022g00310 (VvRLP-EIX2)* | NS | 7.18 | receptor-like protein EIX2 | | CTGGAGTGGCTTTCTCATCTT | GTGAACGAGAGAAGGGAGTTTAT |
| *VIT_04s0008g00120 (VvCHI)* | NS | 6.68 | basic endochitinase-like | | GGGCTGTGTTGTAGCCAATA | TTGGAGTGGAGGGAGTAGAA |
| *VIT_15s0048g02120 (VvMYB)* | NS | 4.96 | transcriptional activator Myb | | GACCCACATATCAAGGCTAACA | AGAATGAGGTAGTGGAGGAGAA |
| *VvActin* | - | - | - | | GATTTGGTGATCGTGTGAGT | GACARTTTCOCGTTCAGCAGT |

**Table S7**. Genes selected for Arabidopsis loss-of-function mutant analysis and their Arabidopsis Biological Research Center (ABRC) identifier. Log2 fold change is shown for both genotypes, entries with “NS” indicate that expression was not significantly detected through RNA-seq.

| **Gene ID** | **Gene Definition** | **Arabidopsis Ortholog** | | **ABRC Identifier** | **Ga.12-3-22 (W) Log_2_FC** | **Ga.6-1-269 (S) Log_2_FC** |
| --- | --- | --- | --- | --- | --- | --- |
| **(*Vitis vinifera*)** | **(*Vitis vinifera*)** |  |  |  |  |  |
| *VIT_04S0023G00320 (VvPIN5)* | auxin efflux carrier component 5 | | *AT5G16530* | SALK_021738C | NS | 10.1 |
|  |  | |  |  |  |  |
| *VIT_04S0008G05750 (VvWRKY18)* | WRKY transcription factor 18-like | | *AT2G25000* | SALK_120706C |  |  |
|  |  |  |  |  | NS | 9.7 |
| *VIT_01S0011G03730 (VvMYB62)* | transcription factor MYB62-like | | *AT1G68320* | SALK_104944 |  |  |
|  |  |  |  |  | 8.45 | NS |
| *VIT_18S0001G14910 (VvCAD6)* | probable cinnamyl alcohol dehydrogenase 6 | | *AT4G39330* | SALK_081375C |  |  |
|  |  |  |  |  |  | NS |
|  |  |  |  |  | 7.7 |  |
|  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |
| *VIT_13S0019G05260 (Vv4CL5)* | 4-coumarate--CoA ligase-like 5 | | *AT1G20480* | SALK_027694C |  |  |
|  |  |  |  |  | NS | 6.7 |

How the deposited data were processed for this re-analysis (not part of the article)

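RNA was sequenced from pedicels of the weakly attached genotype W and the strongly attached genotype S at the pea-size stage and at maturity, with 3 biological replicates in each of 4 groups. The authors trimmed the reads, mapped them to the 'Noble' genome, removed duplicates and counted them per gene model with HTSeq. Each file holds whole read counts for 26394 gene models on 20 chromosomes and 5 summary entries of reads that were not counted on a gene model. Counts were read as deposited, and genotype and stage were taken from the genotype and developmental stage labels of the samples. A further label, the tissue type, reads mature for all 12 libraries, those labelled pea-size included, and was not used. The identifiers of the gene models do not occur in the reference table of gene names (0 found), and the files do not pair them with the grape identifiers the paper prints, so results are given as counts of gene models and for at most 2 that rose and 2 that fell. Where names could not be paired, the rule was to name, for each genotype, the gene model with the largest rise and that with the largest fall by edgeR's log2FC among those with an adjusted p of at most 0.05, a mean of at least 50 counts over the genotype's 6 libraries and no overlap between the mature and the pea-size libraries.

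Gene counts per library ranged from 4705119 to 21971736 with a median of 11427219. Intervals and limits cover counting error only, are given at a level of 95%, and take 3 counts over a group as the limit that a count of 0 allows. Of the gene models, 22431 had at least 1 count in all libraries together, 11213 had at least 10 counts in every library, and 18439 passed filterByExpr (minimum count 10, minimum total count 15) over the 12 libraries and 4 groups.

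The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. Stage changes were tested in the 6 libraries of each genotype apart with edgeR's quasi-likelihood F test (robust) on TMM-scaled counts, with Benjamini-Hochberg adjustment, an adjusted p of at most 0.05 and a log2FC of at least 1 in size. The stage by genotype interaction and the genotype difference at maturity came from a fit of all 12 libraries with 1 mean per group. Standard errors are the size of the log2FC divided by the square root of F. The replicate numbers do not pair the stages: deviations from the group means of libraries with the same number had correlations from -0.0745 to 0.0299. The main test had no replicate block, a choice made before these correlations were seen. The tests of stage, genotype and interaction, the thresholds and the rule for named gene models were chosen before the data were examined. So were all alternatives but 1: DESeq2 with an adjusted p and a log2FC of at least 2 was added after seeing the data. Several tests of possible explanations were also chosen after the result was seen, and they are listed with the additional observations.

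The alternatives were an unadjusted p, a log2FC of at least 2, no fold change threshold, DESeq2's Wald test with an adjusted or an unadjusted p, DESeq2's size factors in edgeR, library totals without TMM, no filter on low counts, at least 10 counts in every library, all 12 libraries in 1 fit, the replicate number as a block, and each library left out in turn. Under the block the within-genotype counts were 255 up and 198 down in W and 352 up and 450 down in S.

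The tests were tried on simulated data with 200 of 18439 gene models changed. This is fewer than were called in S, and recovery at an adjusted p depends on the number changed. Gene models with low counts were not changed, and each gene model had the same spread in all libraries. Recovery in the real data can therefore differ. At a true log2FC of 2, edgeR recovered 102 in W and 5 in S, and called 21 and 1 unchanged ones. DESeq2 recovered 124 and 115, and called 54 and 73 unchanged ones. The interaction test recovered 0 and the genotype test at maturity 57. A true log2FC of 4, added after the recovery at 2 was low, gave 144 and 143 with edgeR, 168 and 175 with DESeq2, 125 for the interaction and 142 for the genotype test. No simulated change was called in the wrong direction.

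The correlations of FDF with fruit traits were computed from the 18 genotype means that Table S2 prints, with 100000 permutations. Transcription factor families, gene ontology terms and single genes named in the paper were not analysed by name here, because the files do not pair gene models with names. Gene models were only matched to the paper's tables by their printed fold changes, as a hypothesis. RT-qPCR, microscopy and Arabidopsis measurements were not used here.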

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

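The tests of 1 source of reads, of a wider spread in W and of which splits keep the stages apart were chosen only after the result was seen.

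The change from pea-size to maturity differed between the genotypes for 186 gene models with a higher change in S and 237 with a higher change in W (edgeR's quasi-likelihood interaction test, adjusted p at most 0.05, log2 difference of at least 1). Of 100 splits drawn from 200, the real one included, 7 gave as many calls, with up to 1209 in another split. The 6 others all keep the S pea-size and S mature libraries apart, and with them the change in S, so this count cannot show whether chance is excluded. They are 6 of 11 other splits that keep the S stages apart. Of these, the split with 1209 calls also keeps the W stages apart. It swaps the stages of 1 genotype, so it tests the 2 changes added together and does not stand for chance. The rest of the 11 gave 157 to 647 calls, so the real count of 423 lies within their range. The 9 that keep only the W stages apart gave 0 calls, and the 79 that keep the stages apart in neither genotype gave at most 3. The counts were 827 and 1128 without S maturity replicate 1. They were 99 and 135 without W pea-size replicate 1, 68 and 111 without W maturity replicate 2, and 72 and 103 without W maturity replicate 3. They were 71 and 96, 75 and 106, and 81 and 107 without S pea-size replicates 1, 2 and 3, and 102 and 139 without S maturity replicate 2. The first fell to 106 without S maturity replicate 3, and the second to 155 without W pea-size replicate 2. Genotype is confounded with anything else that differed between the samples of the genotypes, and a biological difference between the genotypes stays open and untested.

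More gene models were called in S than in W, 1771 against 173. With the replicate block the numbers were 802 (352 up, 450 down) against 453 (255 up, 198 down), so the size of the difference depends on that choice. With all libraries thinned to 4705119 gene counts the numbers were 1810 and 187, a ratio of 9.68 where the unthinned ratio was 10.2, which argues against the lower depth of the W libraries. With 1 estimate of the spread for all libraries the numbers were 1592 and 55, a ratio of 28.9. That estimate also holds the spread of S maturity replicate 1, so it cannot decide whether a wider spread in W plays a part. The biological coefficient of variation was 0.659 in W and 0.565 in S, or 0.351 in S without that library. With at least 10 counts in every library it was 0.381 in W and 0.415 in S. For each genotype, the real split was the only 1 of 10 with as many calls (at most 6 in another split in W and 0 in S), and 10 splits are too few to exclude chance. Without S maturity replicate 1 the number in S was 5226, and without W pea-size replicate 3 the number in W was 508. The number in S was 280, 290 and 313 without S pea-size replicates 1, 2 and 3, and 699 and 959 without S maturity replicates 2 and 3. In W it was 111 without W pea-size replicate 1, and 90, 85 and 91 without W maturity replicates 1, 2 and 3. A difference between the genotypes in the extent of change is among the open explanations.

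In S maturity replicate 1, 30.4% of the reads fell on no gene model, a part of the files the paper does not report on. The share was 10.6% to 17.6% in 10 libraries and 21.8% in S maturity replicate 2. It went with the share of gene counts on the most counted gene model over the 12 libraries (Pearson r = 0.987, permutation p = 1e-05, the smallest the permutations can give, adjusted p = 2.0e-05; Spearman rho = 0.958, permutation p = 2.0e-05, adjusted p = 4.0e-05; 2 relations tested). Without the 2 libraries farthest from the median, r was 0.952 (permutation p = 0.00079) and rho 0.927 (permutation p = 0.00032). These values are in line with 1 source of reads that feeds both shares. Genomic DNA would raise the number of otherwise silent gene models detected at equal depth, and that number did not rise with the share (rho = -0.524, permutation p = 0.0845, adjusted p = 0.0845; r = -0.376, permutation p = 0.235). No candidate source other than genomic DNA was tested, and no biological explanation was tested.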

How the results depend on the processing

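The test with DESeq2, an adjusted p and a log2FC of at least 2 was chosen only after the result was seen; the others below were not.

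No correlation or named log2FC changed sign under the alternatives run for it. Which of a pair of counts was larger did change. The interaction had more gene models higher in W by edgeR (237 against 186) and fewer by DESeq2, with an unadjusted p or with at least 10 counts in every library, and the order also changed in some settings for up against down in each genotype, for the opposite changes and for the genotype difference. Counts of gene models stayed within 1.5 times of the edgeR values with DESeq2's size factors in edgeR and with no fold change threshold. The added DESeq2 setting was run for the counts within genotypes and their overlaps only. It gave 94 up and 122 down in W and 953 up and 1103 down in S. At the same fold change threshold edgeR gave 36 and 36 in W and 504 and 589 in S. Up in W only, S only and both were 62, 921 and 32 (edgeR 22, 490 and 14). Down were 96, 1077 and 26 (edgeR 30, 583 and 6), and opposite changes 7 and 2 (edgeR 2 and 1). For the other settings the values outside the range of 1.5 times follow, and the cause was not tested except where stated.

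With an unadjusted p in edgeR, 500 gene models were called up and 714 down in W, and 1975 and 1860 in S. Up in W only, in S only and in both were 313, 1788 and 187, and down were 546, 1692 and 168. Opposite changes numbered 48 (up in W) and 54 (down in W), the interaction 1428 (higher in S) and 1151 (higher in W), and the genotype difference at maturity 1235 (higher in W) and 2142 (higher in S). With DESeq2 and an adjusted p, the counts were 198 up and 238 down in W and 1722 and 1749 in S. Up in W only, S only and both were 121, 1645 and 77, and down were 178, 1689 and 60. Opposite changes numbered 24 and 12, the interaction 672 and 557, and gene models higher in S at maturity 1664. With DESeq2 and an unadjusted p, the counts were 621 and 927 in W and 2408 and 2350 in S. Up in W only, S only and both were 392, 2179 and 229, and down were 701, 2124 and 226. Opposite changes numbered 59 and 91, the interaction 1812 and 1325, and the genotype difference 1254 and 2797.

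At a log2FC of at least 2, fewer gene models can pass by construction: 36 up and 36 down in W, 504 and 589 in S, 22, 490 and 14 up in W only, S only and both, 30, 583 and 6 down, 2 and 1 opposite, and 244 higher in W at maturity. With all 12 libraries in 1 fit, W had 36 up and 19 down, of which 18 and 10 in W only and 18 and 9 in both, and 5 were up in W and down in S. With at least 10 counts in every library, fewer gene models are tested: W had 52 up and 59 down, S had 575 down, 25 were up in W only, 42 and 558 down in W only and S only, and 4 up in W and down in S. The biological coefficient of variation in W was then 0.381 in place of 0.659. With no filter, W had 138 up and 141 down, 88 up in W only, 50 up in both, 116 down in W only, and 13 and 5 opposite. With library totals only, 4 were up in W and down in S. The median log2FC of all gene models in S moved from 0.0666 to -0.0711 with this scaling, and 582 of those called in S rose and 1040 fell, so that the share that rose was 35.9% in place of 47.6%.

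With the replicate block, W had 255 up and 198 down, S had 352 up and 450 down, 183, 280 and 72 were up in W only, S only and both, 175 and 427 were down in W only and S only, and the interaction was called for 76 (higher in S) and 142 (higher in W). The genotype difference at maturity was not run with this block, since the block contains the genotype. The correlation of changes between genotypes was 0.134 over all gene models tested and 0.321 over those called in at least 1 genotype.

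Leaving out each library in turn gave from 46 to 246 up and from 37 to 262 down in W, and from 108 to 2489 up and from 166 to 2737 down in S. The lowest and highest were 24 and 189 up in W only, 94 and 2447 up in S only, 13 and 57 up in both, 27 and 212 down in W only, 159 and 2693 down in S only, and 7 and 50 down in both. Opposite changes ranged from 0 to 18 (up in W) and from 0 to 11 (down in W), the interaction from 68 to 827 (higher in S) and from 96 to 1128 (higher in W), and the genotype difference from 257 to 1853 (higher in W) and from 186 to 1698 (higher in S). The highest counts came without W pea-size replicate 3 for the W sets and the sets in both, and without S maturity replicate 1 for the S sets; opposite changes were highest without the former (up in W) and the latter (down in W). The coefficient of variation ranged from 0.606 to 0.702 in W and from 0.351 (without S maturity replicate 1) to 0.625 in S, where it was 0.565 with all libraries. The correlation of changes ranged from 0.104 to 0.144.

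Of the 4 named gene models, 3 stayed past the threshold in every fit run. The fall of evm.model.chr6.1761 did not with all 12 libraries in 1 fit (adjusted p = 0.185), without W pea-size replicate 2 (0.149) or without W maturity replicate 1 (0.0541). Over the 18 genotypes left out in turn, r ranged from 0.408 to 0.638 for the junction area, from 0.521 to 0.762 for pedicel length and from 0.796 to 0.859 for fruit diameter. Adjusted p for the junction area was over 0.05 without Ga. 12–3-22 (r = 0.465, adjusted p = 0.0601) and without Paulk (r = 0.408, adjusted p = 0.103). With all libraries thinned to the smallest total of 4705119 gene counts, 187 gene models were called in W (173 unthinned) and 1810 in S (1771 unthinned).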

Differences from the paper's values

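For genes up in W only, the paper's value is 243 and edgeR called 48. Of the alternatives set before the data were examined, 3 are within 1.5 times the paper's value: an unadjusted p (313), the replicate block (183) and leaving out W pea-size replicate 3 (189). The others, DESeq2 with an adjusted p included (121), are not. For genes up in S only, the paper's value is 1263 and edgeR called 810; an unadjusted p (1788), DESeq2 with an adjusted p (1645) and DESeq2's size factors (851) are within 1.5 times, and the others are not. For genes up in both, the paper's value is 111 and edgeR called 33; DESeq2 with an adjusted p (77) is within 1.5 times, and the others are not.

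For genes down in W only, the paper's value is 171 and edgeR called 72. DESeq2 with an adjusted p (178), no filter on low counts (116), the replicate block (175) and leaving out W pea-size replicate 3 (212) are within 1.5 times, and the others are not. For genes down in both, the paper's value is 90 and edgeR called 20; DESeq2 with an adjusted p (60) is at 1.5 times, and the others are not within it.

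For opposite changes, the paper's values are 24 up in W and down in S and 12 down in W and up in S, and edgeR called 8 and 3. DESeq2 with an adjusted p gave 24 and 12, and leaving out W pea-size replicate 3 gave 18 and 8. Leaving out S maturity replicate 1 gave 11 for the second, and the others are not within 1.5 times. Over the 8 counts of genes compared, DESeq2 with an adjusted p is within 1.5 times the paper's value for 7.

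For genes changed in both at a log2FC of at least 2 (Table S3), the paper's values are 26 up and 26 down, and edgeR called 14 and 6. DESeq2 with an adjusted p at this threshold, chosen after seeing the values, gave 32 and 26, and of the gene models matched by value to the paper's 52 it drops 0.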

Other observations

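The tests of a swapped library, of a share of RNA from the other genotype, of a share of S pea-size RNA, of a few gene models taking most of the counts, of a share of W RNA and of the printed tables were chosen only after the result was seen.

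S maturity replicate 1 had mean Spearman correlations of 0.827 with its own group and 0.873 with the W mature group. A swap with a library of another group needs a partner out of place, and 0 libraries of another group had S maturity as their nearest group. On 1230 gene models that part the genotypes at the pea-size stage, with W at 0 and S at 1, it lay at 0.329, beside 0.425 and 0.528 for the other S mature libraries and -0.0872 to 0.0789 for the W mature ones, which argues against a W library under a wrong label. Gene models at 0 in S pea-size and expressed in W pea-size (8) had a median of 1.01 CPM in it. This median was 3.24 and 1.44 in the other S mature libraries and 17.9 to 24.8 in W maturity. A share of W RNA in that sample alone would raise the median above the other S mature libraries, and it was not raised. At S maturity these gene models ran from 0.0682% to 505% of the W mature level, so the median cannot exclude a small share. The differences in position of S maturity replicate 1 from the other S mature libraries, -0.0951 and -0.199, go the way such a share would. Its 100 most counted gene models took 29.1% of its gene counts. Thinned to the counts it has outside them, the other 2 had a correlation of 0.965 with each other and replicate 1 a mean of 0.824 with them, which argues against counts lost to a few gene models. Thinned to the total of replicate 1, the other 2 had a correlation of 0.966, which argues against depth. Of 28 gene models expressed in S pea-size and nearly off in S maturity replicates 2 and 3, 46.4% (13) were at 0 counts in replicate 1 and 11 were above 20% of the S pea-size level, up to 607%, which argues against a fixed share of S pea-size RNA. On 3326 gene models that change in the other S mature libraries, it lay at a median of 0.506 between S pea-size (0) and those libraries (1). Each other mature library was placed the same way on gene models chosen without it, so on other gene models: S maturity replicates 2 and 3 lay at 1 and 0.848 (2370 and 2534 gene models), and the W mature libraries at 0.567 to 0.634 on the scale of their own genotype (1056 to 1153 gene models). The position may reflect a less advanced stage of that sample, which stays open with other biological differences between samples, and no stage was measured here.

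W pea-size replicate 3, whose absence raised the counts in W most among single libraries, had mean Spearman correlations of 0.898 with its own group and 0.914 with the W mature group. No explanation of this was tested.

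Gene models at 0 counts in all S pea-size libraries and expressed in all W pea-size libraries (8) were detected at S maturity at 0.0682% to 505% of the W mature level, with a median of 21.7%, 3 above the W level and 2 below 1%. A share of W RNA would put them at 1 level, and the variance between them was 41.1 times its error variance, which argues against it as the only source.

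At maturity, 574 gene models were higher in W and 642 higher in S (edgeR's quasi-likelihood test, adjusted p at most 0.05, log2FC of at least 1). The real split was the only 1 of 10 with as many calls, with 140 in the highest of the others, and 10 splits are too few to exclude chance. The counts were 1853 and 1698 without S maturity replicate 1, 295 and 276 without S maturity replicate 2, and 257 and 259 without S maturity replicate 3. They were 297 and 223 without W maturity replicate 2 and 273 and 186 without W maturity replicate 3. The first was 373 and 376 without S pea-size replicate 1 and 3.

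The fold change pairs printed in Table 1 and Table S3 recur in the counts. All 88 printed pairs have a gene model within 0.0051 on both values by DESeq2 in each genotype apart, where shifted pairs match 0.719 on average. By edgeR 3 in each table match, and by DESeq2 in 1 fit of all 12 libraries 1 and 0 do. The tables may therefore have been made from these counts with DESeq2 in each genotype apart. Of 79 gene models matched once whose printed identifier names a chromosome, 74 (93.7%) lie on that chromosome, against 5.14 on average and at most 14 with shuffled pairs. For 4 of the other 5, the identifier names chromosome 7 and the gene model lies on chromosome 20. The matches rest on values, so they are a hypothesis about which gene models the tables list. Of the gene models matched once to Table 1, 34 of 35 are among the 36 that DESeq2 called in opposite directions. Of the 52 matched to Table S3, edgeR called 19 in W, 41 in S and 17 in both, and the interaction was called for 1.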
